# LIN28B Impairs the Transition of hESC-Derived β Cells from the Juvenile to Adult State

**DOI:** 10.1016/j.stemcr.2019.11.009

**Published:** 2019-12-26

**Authors:** Xin Zhou, Gopika G. Nair, Holger A. Russ, Cassandra D. Belair, Mei-Lan Li, Mayya Shveygert, Matthias Hebrok, Robert Blelloch

**Keywords:** hESC-derived human pancreatic beta cells, LIN28, let-7, microRNAs, beta cell maturation

## Abstract

Differentiation of human embryonic stem cells into pancreatic β cells holds great promise for the treatment of diabetes. Recent advances have led to the production of glucose-responsive insulin-secreting cells *in vitro*, but resulting cells remain less mature than their adult primary β cell counterparts. The barrier(s) to *in vitro* β cell maturation are unclear. Here, we evaluated a potential role for microRNAs. MicroRNA profiling showed high expression of let-7 family microRNAs *in vivo*, but not in *in vitro* differentiated β cells. Reduced levels of let-7 *in vitro* were associated with increased levels of the RNA binding protein LIN28B, a negative regulator of let-7 biogenesis. Ablation of LIN28B during human embryonic stem cell (hESC) differentiation toward β cells led to a more mature glucose-stimulated insulin secretion profile and the suppression of juvenile-specific genes. However, let-7 overexpression had little effect. These results uncover LIN28B as a modulator of β cell maturation *in vitro*.

## Highlights

• Let-7 is low in hESC-derived relative to *in vivo* matured human β cells
• LIN28 is elevated in hESC-derived relative to *in vivo* matured human islet β cells
• Depletion of LIN28, but not gain of let-7, promotes hESC-derived β cell maturation
• Depletion of LIN28 promotes silencing of juvenile-specific transcriptional program

## Introduction

A growing number of people are suffering from diabetes worldwide (Roglic and World Health Organization, 2016). Diabetes is a disease of imbalance between blood insulin and glucose levels secondary to pancreatic islet β cell loss or impaired function (Cerf, 2013). At present, type 1 diabetic (T1D) and end-stage type 2 diabetic (T2D) patients rely on exogenous injection of insulin to control blood glucose. While life sustaining, this therapy is arduous and prone to complications as it is virtually impossible to mimic the dynamic changes in insulin production and secretion performed by endogenous β cells. Transplantation of cadaveric islet cells provides an alternative option resulting in effective glycemic control, but these cells are in limited supply making it unfeasible for broad implementation (Sneddon et al., 2018). β cells produced by the differentiation of pluripotent stem cells, both human embryonic stem cells (hESCs) and induced pluripotent stem cells (iPSCs) hold great promise in filling this gap. Recent advancements have greatly improved the production of these cells *in vitro* (Nair et al., 2019, Velazco-Cruz et al., 2019, Veres et al., 2019). However, there remain differences between *in vitro* produced cells and endogenous adult β cells in their gene expression profile and secretory capacity. Therefore, it is important both conceptually and practically to understand the barriers to *in vitro* differentiation toward mature adult β cells. Since euglycemia can be restored in diabetic mice by transplantation of stem cell-derived pancreatic progenitors or β cell populations, it is speculated that the *in vivo* environment supports further maturation of generated β cells, although the changes that occur in β cells upon transplantation have not been elucidated.

Much of the progress in β cell differentiation has been achieved by optimizing combinations of signaling peptides and chemicals that recapitulate events that occur during normal development *in vivo* (Liew, 2010, Nair and Hebrok, 2015). MicroRNAs (miRNAs) represent another type of small molecule. They exist endogenously, function by coordinating the regulation of many targets, and can have profound effects on developmental cell fate decisions (Friedman et al., 2009, Shenoy and Blelloch, 2014). The let-7 family comprises one of the evolutionarily most conserved families of miRNAs (Friedman et al., 2009). Let-7 exists in a negative feedback loop with the RNA binding proteins LIN28A and LIN28B (Shyh-Chang and Daley, 2013). Let-7 inhibits production of the LIN28 proteins, while the LIN28 proteins suppress biogenesis of Let-7. This loop forms a bistable regulatory switch in a number of cell fate decisions (Thornton and Gregory, 2012). Of note, both let-7 and LIN28 have many other targets. Let-7 miRNAs act through their many targets to generally promote differentiation and suppress growth (Kumar et al., 2008, Roush and Slack, 2008), whereas LIN28 has the opposite effect both by inhibiting let-7 and through let-7 independent mechanisms, such as increasing translation of cell-cycle mRNAs (Tsialikas and Romer-Seibert, 2015). Here, we report an increase in let-7 and decrease in LIN28B during β cell maturation. The manipulation of LIN28B, but not let-7 levels, promoted a switch to a more mature adult-like β cell phenotype *in vitro*, uncovering a let-7 independent role for LIN28B in inhibiting β cell maturation.

## Results

### Let-7 Expression Increases with β Cell Maturation

To determine a potential role for miRNAs in the maturation of pancreatic β cells, we performed small RNA sequencing (RNA-seq) of *in vitro* stem cell-derived, *in vivo* matured, and human cadaveric islet cells. 

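Small RNA was sequenced from 3 libraries each of hESC β-like cells, in vivo matured hESC β cells and human islets. The β-like cells were INS-GFP+ cells sorted at days 19 to 20 of differentiation, and the in vivo matured cells were INS-GFP+ cells sorted from grafts after 4 to 5 weeks under the kidney capsule of mice. The islets were not sorted, so their libraries also hold RNA from exocrine, vessel and connective tissue cells. β-like replicate 3 is described as GFP-high in the sample's description and as GFP-low in the name of its run, and it was kept as the paper counts it. The authors trimmed the reads with cutadapt (version 1.8), aligned them to miRBase hairpins with Bowtie (version 1.1.2) and deposited the count of reads per hairpin. A hairpin's count does not separate the strands it gives rise to, and hairpins with the same mature sequence, such as let-7a-1, let-7a-2 and let-7a-3, share reads. The table holds 1042 hairpins, of which 195 had no read in any library. Islet libraries held 1781846 to 2726847 reads, β-like libraries 108753 to 686623, and in vivo matured libraries 68521 to 102213. mir-375, the main islet microRNA, was the most abundant hairpin in 8 of the 9 libraries. Each comparison used edgeR's quasi-likelihood test on the 2 groups compared, with TMM normalization, edgeR's own filter on low counts and Benjamini-Hochberg adjustment at 0.05. Fold changes are islets or in vivo matured cells over β-like cells, and levels are given as CPM (counts scaled to a common library size by TMM). Where every library of a group had no read, the fold is given as a lower bound against 3 counts per library. Such bounds cover counting error only.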

Human *in vitro* derived β-like cells were produced from hESCs using an INS-GFP reporter hESC line (Micallef et al., 2012), where GFP expression is under the control of the endogenous insulin promoter (Figure 1A, hESC immature β-like cells) (Faleo et al., 2017, Russ et al., 2015). Typically, 39.26% ± 4.09% INS-GFP+ cells were generated (Figures S1A and S1B). The β-like cells were also transplanted under the kidney capsule of immunodeficient mice to allow for further *in vivo* maturation for 4–5 weeks (referred to as *in vivo* matured hESC β cells). As the differentiation protocol produces a heterogeneous mixture of cells, the insulin-producing cells in both *in vitro* derived cultures and *in vivo* matured grafts were isolated by their GFP expression using fluorescence-activated cell sorting before transcriptome analysis. Cadaveric human islets were used as a proxy for pancreas-derived human β cells, although these islets contain a mix of cell types (approximately 50% β cells) (Cabrera et al., 2006).

**Figure 1:**
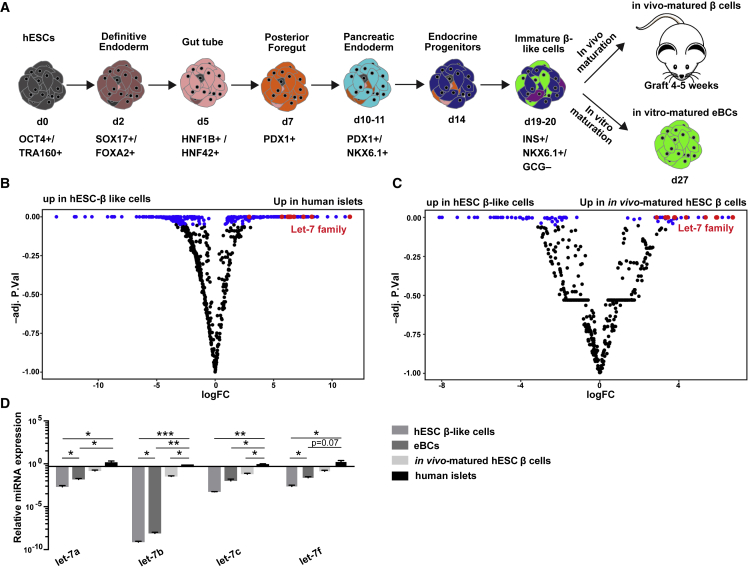
Let-7 Is Upregulated at Late-Stage β Cell Maturation (A) Schematic outlining the differentiation protocol employed. *In vivo* matured β cells: β cells isolated from grafts post transplant. eBCs, enriched β clusters generated after inducing further maturation *in vitro*. Adapted from Nair et al. (2019). (B) Volcano plot of differentially expressed miRNAs in hESC β-like cells (n = 3, independent samples) and human islets (n = 3, independent samples). Significant hits are shown in blue (p < 0.05). let-7 family hits are shown in red. (C) Volcano plot of differentially expressed miRNAs in hESC β-like cells (n = 3, independent samples) and *in vivo* matured β cells (n = 3, independent samples). Significant hits are shown in blue (p < 0.05). let-7 family hits are shown in red. (D) qRT-PCR verification of representative let-7 family member expression in human islets (n = 3, independent samples), hESC β-like cells (n = 4, independent samples), hESC eBCs (n = 3, independent samples), and *in vivo* matured β cells (n = 2, independent samples). Values are average ± SEM. Statistical significance was calculated using unpaired two-tailed t test. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; n.s., not significant. See also Figure S1 and Tables S1 and S2.

Analysis of small RNA-seq data for human islet cells versus *in vitro* derived hESC β-like cells uncovered 554 significantly differentially expressed miRNAs (adjusted p value < 0.05) (Figure 1B; Table S1). 

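Human islets held far more of the miR-29 family and of microRNAs of vessel and connective tissue cells than hESC β-like cells, and far less of the miR-302 cluster of pluripotent cells and of mir-124 of neurons. Of 370 hairpins tested, 121 were higher and 88 lower in islets at an adjusted p under 0.05 from edgeR, so that 57.9% of those changed were higher. With upper-quartile scaling, which moved the median log2 fold change of all hairpins by -0.594, 209 changed and 45.9% of them were higher. All 4 hairpins of the miR-29 family, which represses collagen genes, were higher. mir-29a stood at 18360 ± 1070 CPM (SD, n = 3) in islets and 273 ± 41.2 (SD, n = 3) in β-like cells, a log2 fold change of 6.06 (standard error 0.42, adjusted p = 8.22e-07). The family's call (camera adjusted p = 0.000237 with a preset correlation) was lost with an estimated correlation (adjusted p = 0.184). All 7 hairpins listed for endothelial and mesenchymal cells were also higher, among them mir-126 of endothelium with a log2 fold change of 4.47 (standard error 0.42) and mir-143 and mir-145 of smooth muscle with 5.08 and 5.36. Their median log2 fold change was 5.08, or 4.89 with hairpins unread in β-like cells at their bounds, and the list's adjusted p = 0.00531 became adjusted p = 0.563 with an estimated correlation. Of 6 miR-99/100 and miR-125 hairpins, which lie in clusters with let-7 genes, 5 were higher (camera adjusted p = 0.0395; adjusted p = 0.563 with an estimated correlation). mir-125b-1 had a log2 fold change of 5.49 (standard error 0.62). In the miR-200 family of epithelial cells 4 of 5 were higher, with mir-200a at 2.96 and mir-200b at 2.21, and the family as a list did not pass (camera adjusted p = 0.163).

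Hairpins of the miR-302 cluster, which marks pluripotent stem cells, had no read in any islet library. All 4 that were measured were lower, and mir-302a, at 1060 ± 413 CPM (SD, n = 3) in β-like cells, was at least 812.8-fold lower. The cluster's call (camera adjusted p = 1.69e-05) was lost with an estimated correlation (adjusted p = 0.317). Of 6 neuronal hairpins the 3 mir-124 copies were lower, mir-124-1 with a log2 fold change of -8.71 (standard error 0.98), and that list passed with the preset correlation alone (camera adjusted p = 0.0323; adjusted p = 0.563 with an estimated correlation). Of 14 hairpins of the miR-17-92 clusters, which promote proliferation, 5 were lower (camera adjusted p = 0.0368; adjusted p = 0.802 with an estimated correlation). Of 9 hairpins listed for endocrine islet cells, 2 were higher and 3 lower, and the list did not pass (camera adjusted p = 0.242). The 3 that were lower were the copies of mir-7, with log2 fold changes of -2.29 to -2.41. mir-375 stood at 136000 ± 25700 CPM (SD, n = 3) in islets and 248600 ± 82880 (SD, n = 3) in β-like cells (log2 fold change -0.87, standard error 0.42, adjusted p = 0.0957). It passed with limma-voom (adjusted p = 0.0483), with upper-quartile scaling (adjusted p = 0.0185) and without β-like replicate 1 (adjusted p = 0.00696). For each list named here the counts were equal when adjusted over the list alone.

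Among the hairpins with the largest rises were mir-136, mir-495 and mir-655 of the imprinted DLK1-MEG3 region, which had no read in β-like cells and were at least 274.4-fold, 52.11-fold and 20.42-fold higher. mir-195, mir-10b and mir-802 were at least 114.9-fold, 19.64-fold and 19.5-fold higher, and mir-3120, which overlaps mir-214 on the other strand, at least 21.57-fold. The largest falls included mir-483, which lies in the IGF2 gene, at 28 ± 10.1 CPM (SD, n = 3) in islets and 20230 ± 486 (SD, n = 3) in β-like cells. They also included mir-122 of liver cells and mir-3591, which overlaps it on the other strand, at least 845.8-fold and 2608-fold lower. Reads of such overlapping pairs cannot be told apart here if the alignment ignored strand.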

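Every let-7 family hairpin was higher in human islets than in hESC β-like cells. The let-7 microRNAs rise late in development and repress growth genes such as HMGA2 and LIN28B. Of the 12 hairpins, 12 passed the threshold, also when adjusted over the list alone, with a median log2 fold change of 5.98. let-7b rose most among hairpins read in both groups, from 14.7 ± 20.5 CPM (SD, n = 3) in β-like cells to 23960 ± 3222 (SD, n = 3) in islets, a log2 fold change of 10.73 (standard error 0.82, adjusted p = 1.02e-06 from edgeR). let-7a-1 rose from 253 ± 53.1 to 15240 ± 2397 CPM (log2 fold change 5.90, standard error 0.43). let-7d and let-7g followed with log2 fold changes of 7.58 and 7.03, and let-7c, let-7f-1, let-7f-2, let-7a-2, let-7a-3 and let-7i with 5.35 to 6.04. let-7e was the least changed and the most abundant member in β-like cells, at 1092 ± 208 CPM (SD, n = 3) against 6119 ± 1496 (SD, n = 3) in islets (log2 fold change 2.49, standard error 0.38, adjusted p = 0.000231 from edgeR). mir-98, which belongs to the family, had 2296 ± 558 CPM (SD, n = 3) in islets and no read in β-like cells, at least 155.3-fold higher. With hairpins of the same mature sequence summed, 9 of 9 were higher. The family stood apart from the other hairpins with a preset correlation (camera adjusted p = 1.78e-12), and this call was lost with an estimated correlation (adjusted p = 0.184). In the same libraries the 7 endothelial and mesenchymal hairpins and the miR-29 family were higher as well.

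**Figure D1:**
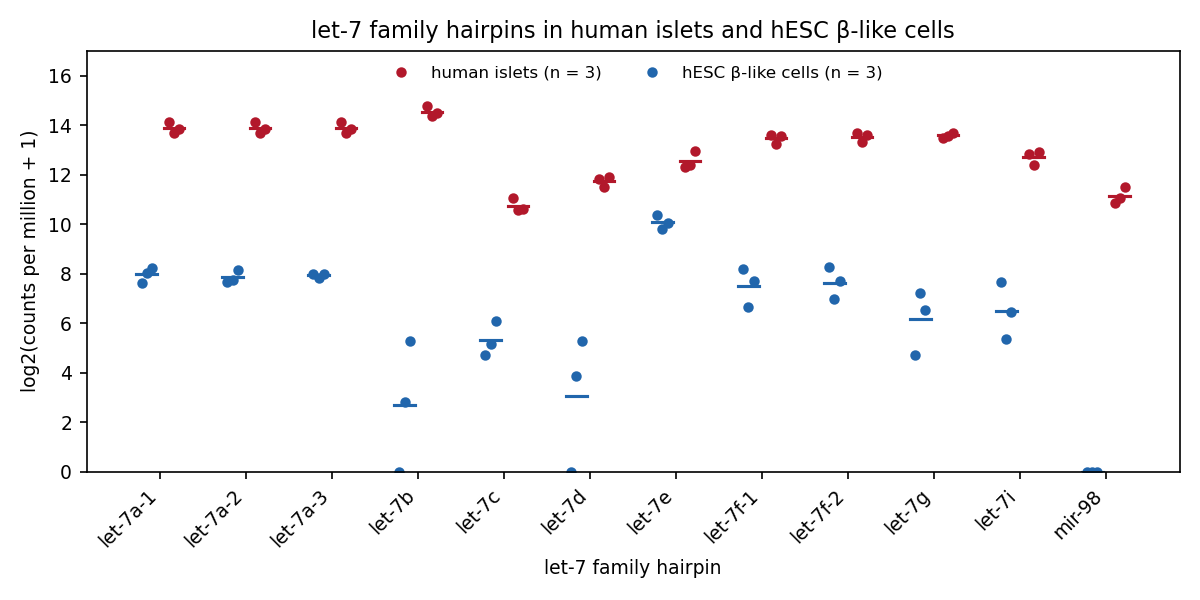
Level of each let-7 family hairpin, as log2 of CPM plus 1 (vertical axis), in each library of human islets (red, n = 3) and hESC β-like cells (blue, n = 3). Points are libraries and bars are means of the log2 values. All islet points lie above all β-like points for each of the 12 hairpins.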

Of note, this contained a large number of let-7 family members that were highly upregulated in the islet cells relative to the *in vitro* derived cells (Figure 1B, red dots). The increase in let-7 could have been contributed by non-β cells within the cadaveric human islets. Therefore, we next analyzed small RNA-seq data from *in vivo* matured INS-GFP+ hESC β cells versus INS-GFP+ hESC β-like cells (Figures 1C; Table S2). This comparison of isogenic purified INS-GFP+ cell populations controls for genetic variation and cellular heterogeneity. 

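In the sorted cells, in vivo matured hESC β cells held more of the let-7 clusters' partner hairpins, and less of the miR-302 cluster and of mir-124, than hESC β-like cells. Of 213 hairpins tested, 25 were higher and 26 lower at an adjusted p under 0.05 from edgeR. Of the miR-99/100 and miR-125 hairpins 5 of 5 were higher. mir-125b-2 stood at 12320 ± 1099 CPM (SD, n = 3) in matured cells and 199 ± 67.5 (SD, n = 3) in β-like cells (log2 fold change 5.94, standard error 0.46, adjusted p = 0.000144), and mir-125b-1 and mir-99a had log2 fold changes of 6.09 and 4.99. The call for this list (camera adjusted p = 4.32e-06) was lost with an estimated correlation (adjusted p = 0.0832). The 4 measured hairpins of the miR-302 cluster had no read in matured cells. mir-302a was at least 40.58-fold lower and mir-302b at least 37.73-fold, while mir-302c and mir-302d were at least 14.47-fold and 21.76-fold lower (camera adjusted p = 4.56e-05; adjusted p = 0.341 with an estimated correlation).

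All 3 mir-124 copies were lower, with log2 fold changes of -4.41 to -4.76 (list's camera adjusted p = 0.0106; adjusted p = 0.5 with an estimated correlation). Other large falls were mir-122 of liver cells (log2 fold change -5.88, standard error 1.07) and its antisense partner mir-3591, whose ratio of β-like to matured cells was 403.6 (95% counting interval 138.1 to 1957). mir-486-2 had a log2 fold change of -5.19 (standard error 1.03), and mir-3200 was at least 7.422-fold lower. Of the miR-29 family, mir-29a alone passed (log2 fold change 3.64, standard error 0.80, adjusted p = 0.0104), and all 4 passed when adjusted over the list alone (camera adjusted p = 0.109). All 4 were highest in matured replicate 1, without which mir-29a had a log2 fold change of 2.25 (adjusted p = 0.00384). mir-375 stood at 167400 ± 102400 CPM (SD, n = 3) in matured cells and 287600 ± 101100 (SD, n = 3) in β-like cells (adjusted p = 0.447), and the mir-7 copies had log2 fold changes of -1.41 to -1.49 that did not pass (adjusted p = 0.0883 for mir-7-1). Without in vivo matured replicate 1 all 3 copies passed (adjusted p = 0.0286 to 0.042), and mir-7-1 and mir-7-2 also passed with DESeq2 (adjusted p = 0.0392 and 0.0409) and with no filter (adjusted p = 0.0326 for both), as all 3 did with limma-voom without a filter. mir-375 passed with that last setting as well (log2 fold change -1.16, adjusted p = 1.08e-05). For the other lists named here the counts were equal when adjusted over the list alone.

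Matured replicate 1 differed from the other matured libraries. It had the highest CPM of the 3 for 7 of 7 endothelial and mesenchymal hairpins and the lowest for 8 of 9 endocrine islet hairpins. Without it 78 hairpins changed, while 25 changed without β-like replicate 2 and 28 without β-like replicate 3. Without β-like replicate 2 the calls of mir-29a (adjusted p = 0.066), the mir-124 copies (adjusted p = 0.0558 to 0.062), mir-3200 (adjusted p = 0.0558) and mir-486-2 (adjusted p = 0.0591) were lost. mir-29a and the mir-124 copies also failed without β-like replicate 3 (adjusted p = 0.0524 to 0.0938), and mir-29a, mir-124-2 and mir-124-3 without β-like replicate 1 (adjusted p = 0.0527 to 0.059). The paper gives this comparison because other cell types in the islets could have added to the rise in let-7.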

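All 12 let-7 family hairpins were higher in in vivo matured hESC β cells than in hESC β-like cells, also when adjusted over the list alone, with a median log2 fold change of 4.13. let-7e was the most abundant member in both groups, at 9675 ± 2857 CPM (SD, n = 3) against 1255 ± 220 (SD, n = 3), a log2 fold change of 2.95 (standard error 0.41, adjusted p = 0.00238 from edgeR). let-7g rose from 101 ± 69.9 to 4670 ± 2156 CPM (log2 fold change 5.46, standard error 0.74) and let-7c from 49 ± 26 to 8391 ± 10220 (log2 fold change 7.39, standard error 1.12). The let-7a copies had log2 fold changes of 3.63 to 3.71, let-7f-1 and let-7f-2 of 3.99 and 3.98, and let-7i of 4.28. mir-98, unread in β-like cells, was at least 25.63-fold higher. let-7b and let-7d had the widest spread, with log2 fold changes of 7.71 (standard error 2.08, adjusted p = 0.0258 from edgeR) and 7.20 (standard error 1.77, adjusted p = 0.0175). Neither passed with limma-voom and a filter on low counts (adjusted p = 0.126 and 0.0861). In matured replicate 1 let-7b was 64.1 times its mean in the other matured libraries, and 11 of the 12 let-7 hairpins were highest in that replicate, as were the 7 endothelial and mesenchymal hairpins. Without replicate 1, 11 of 12 passed. let-7b then had a log2 fold change of 3.21 (adjusted p = 0.103), let-7d of 3.58, let-7c of 5.63, let-7i of 3.23, the let-7a copies of 2.75 to 2.88 and let-7f-1 and let-7f-2 of 2.63 and 2.75, and the bound of mir-98 was 10.52-fold. Without β-like replicate 1, 2 or 3, 10, 6 or 8 of 12 passed, and let-7b was lost each time (adjusted p = 0.125, 0.171 and 0.0524), as was let-7d (adjusted p = 0.089, 0.132 and 0.0503). Without β-like replicate 2 let-7f-1, let-7f-2, let-7i and mir-98 were lost too (adjusted p = 0.062 to 0.0684), and let-7f-1 and let-7i also without β-like replicate 3 (adjusted p = 0.0503 and 0.0545). With hairpins of the same mature sequence summed, 9 of 9 were higher. The family's call as a list (camera adjusted p = 3.64e-08) was lost with an estimated correlation (adjusted p = 0.341).

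**Figure D2:**
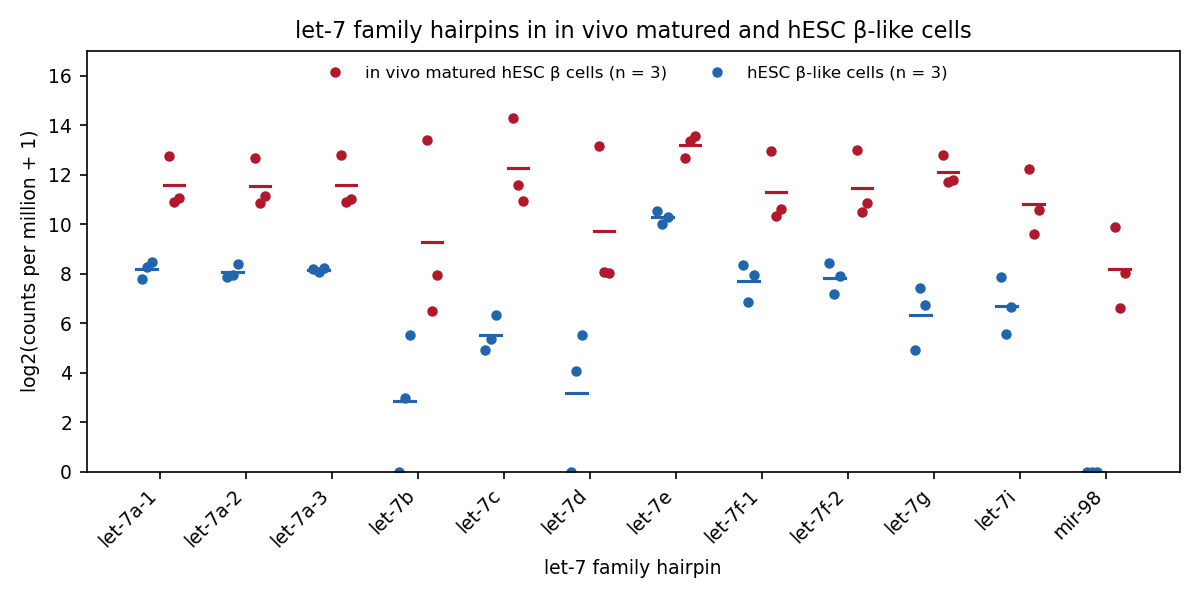
Level of each let-7 family hairpin, as log2 of CPM plus 1 (vertical axis), in each library of in vivo matured hESC β cells (red, n = 3) and hESC β-like cells (blue, n = 3). Points are libraries in the order of their replicate numbers and bars are means of the log2 values. For 11 of the 12 hairpins the highest red point is replicate 1.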

Still, similar to the human islets, the *in vivo* matured β cells showed elevated expression of multiple let-7 family members relative to the β-like cells (Figure 1C, red dots).

Next, we validated the association between let-7 expression and β cell maturation using a differentiation protocol that allows for further maturation of β-like cells *in vitro,* by reaggregation and culture of purified insulin-expressing cells as organoids (Nair et al., 2019). We call the resulting *in vitro* matured cells as hESC-enriched β cell clusters (eBCs) (Figure 1A). We performed qRT-PCR for representative let-7 family members in hESC β-like cells, *in vitro* matured hESC eBCs, *in vivo* matured hESC β cells, and human islets (Figure 1D). Consistent with the sequencing data, both human islet cells and *in vivo* matured hESC β cells showed dramatically increased levels of all the let-7 family members. hESC eBCs also showed elevated levels of let-7 relative to hESC β-like cells, but the levels were below human islets and *in vivo* matured hESC β cells (Figure 1D). Together, these data show a positive association between let-7 levels and the maturation of β cells.

### LIN28B Expression Is Downregulated during β Cell Maturation

Let-7 expression is regulated both transcriptionally and post-transcriptionally (Roush and Slack, 2008). Post-transcriptionally, the RNA binding proteins LIN28A&B suppress the biogenesis of mature let-7 family members (Nam et al., 2011, Piskounova et al., 2011, Viswanathan et al., 2008). In turn, let-7 itself functions to suppress hundreds of downstream mRNA targets including *LIN2*8A&B (Rybak et al., 2008, Yang et al., 2010). To evaluate the impact of β cell maturation on the let-7 regulatory network of genes, we performed mRNA-seq in hESC β-like cells, *in vivo* matured hESC β cells, and human islet cells. 

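Messenger RNA was sequenced from 4 libraries of hESC β-like cells, 4 of human islets and 2 of in vivo matured hESC β cells. The legend of Figure 2 gives n = 3 for each group, and all 10 libraries are used here. The β-like and in vivo matured cells were sorted for INS-GFP as for small RNA, and the islets were not sorted. The authors estimated counts per transcript with kallisto against Gencode transcripts and deposited these estimated counts. The table holds 44514 transcripts, each above 1 in at least 5 of the 10 libraries. A transcript above 1 only in the 4 islet, only in the 4 β-like or only in the 2 matured libraries is thus absent from it. A gene with such transcripts alone is missing from the counts and largest changes of the islet and matured comparisons. Counts were summed over the transcripts of each gene name and rounded, which gave 15519 gene names. Between 6.54% and 9.05% of a library's counts belonged to transcripts with no gene name and were left out. The remaining totals were 14650183 to 24959596 for β-like cells, 19049972 to 25935919 for islets, and 16373651 and 17150646 for in vivo matured cells. Gene lists for cell types and pathways were tested with camera on the same edgeR fit, and a list's p was adjusted over the lists of its comparison.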

Differential expression between human islets and hESC β-like cells showed differential expression of many transcripts (Figure 2A, blue dots, adj p < 0.05, Table S3), including elevated levels of *LIN2*8B (but not *LIN2*8A) in the *in vitro* cells (*LIN2*8B, green dot, adj p = 4 × 10^−5^). 

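LIN28B, which blocks the processing of let-7 precursors, was nearly unread in human islets and present in every library of hESC β-like cells. It stood at 7.52, 8.21, 9.53 and 10.9 CPM in the β-like libraries and at 0 to 0.225 CPM in the islet libraries, which held 6 LIN28B counts in all against 885. The log2 fold change was -6.79 (standard error 0.82, adjusted p = 9.04e-05 from edgeR). Each islet library lay below each β-like library (exact permutation test, two-sided p = 0.0286, the smallest that 4 libraries against 4 allow, or 0.0858 adjusted over the 3 comparisons of LIN28B). LIN28A was near the detection limit in both groups, at 0.855 ± 0.753 CPM (SD, n = 4) in islets and 1.65 ± 1.33 (SD, n = 4) in β-like cells (log2 fold change -0.95, adjusted p = 0.417 from edgeR). In all, 6047 of 14180 genes tested differed, 3003 higher and 3044 lower in islets.

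Markers of other cells of the pancreas were higher in islets. Of 24 acinar cell markers, 22 were higher (23 when adjusted over the list alone). The most abundant of them, the digestive enzymes and secreted proteins REG1A, PRSS2, CTRB2 and REG1B, had log2 fold changes of 7.64 to 7.86. PRSS2, which encodes a trypsinogen, stood at 29950 ± 18630 CPM (SD, n = 4) in islets and 140 ± 72.4 (SD, n = 4) in β-like cells. The acinar list passed with a preset correlation (camera adjusted p = 1.78e-30) but not with an estimated one (adjusted p = 0.115 with an estimated correlation). Of 13 mesenchymal markers 11 were higher (12 when adjusted over the list alone), among them COL1A1, COL3A1 and SPARC with 6.53, 6.75 and 5.80 (adjusted p = 0.24 with an estimated correlation). Of 10 endothelial markers 7 were higher, including PLVAP (7.88) and PECAM1 (6.60), and of 11 duct markers 8, including SPP1 (7.33) and MMP7 (7.22). Both counts were equal when adjusted over the list alone, and with an estimated correlation the adjusted p = 0.24 for endothelial and adjusted p = 0.5 for duct markers. Of 6 markers of delta, PP and epsilon cells 4 were higher (5 when adjusted over the list alone; adjusted p = 0.38 with an estimated correlation), including PPY (6.83) and RBP4 (5.25), and glucagon, GCG, rose by 2.67 (standard error 0.46). Of 14 immediate early and heat shock genes, which respond to handling of tissue, 12 were higher, also when adjusted over the list alone (median log2 fold change 3.12; adjusted p = 0.243 with an estimated correlation), with JUNB, IER3 and HSPA1A at 3.2, 4.69 and 1.5.

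Lower in islets were genes of serotonin-producing enterochromaffin cells, of progenitors and of neurons. All 5 enterochromaffin markers were lower, with a median log2 fold change of -6.89. TPH1, the enzyme that makes serotonin's precursor, stood at 6.44 ± 4.37 CPM (SD, n = 4) in islets and 766 ± 495 (SD, n = 4) in β-like cells, and SLC18A1, DDC and FEV had log2 fold changes of -7.55, -5.67 and -5.39. Of the 11 lists that passed with a preset correlation, this one alone also passed with an estimated correlation (adjusted p = 0.0419 with an estimated correlation). Of 12 progenitor markers 7 were lower and 3 higher (4 higher when adjusted over the list alone; adjusted p = 0.14 with an estimated correlation), with PAX4 at -6.43, DLL4 at -3.19 and INSM1 at -2.85. Of 10 neuronal genes 7 were lower and 2 higher (camera adjusted p = 0.0117; adjusted p = 0.24 with an estimated correlation), including STMN2 (-2.50) and TUBB3 (-2.76). Of 56 oxidative phosphorylation genes 29 were lower (30 when adjusted over the list alone; adjusted p = 0.589 with an estimated correlation), with COX5A at -2.68 and COX6A1 at -1.15.

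β cell genes moved in both directions. The islets were not sorted and the β-like cells were, so a change in cell shares and a change within β cells cannot be told apart. Of 17 β cell transcription factors 4 were higher and 9 lower, and the list did not pass (camera adjusted p = 0.113). For the enterochromaffin, neuronal and β cell factor lists the counts were equal when adjusted over the list alone. MAFA, a factor of mature β cells, rose from 5.16 ± 3.79 to 31.8 ± 8.90 CPM (log2 fold change 2.63, standard error 0.54, adjusted p = 0.00254 from edgeR), and PAX6 rose by 1.13. PDX1, NKX2-2, NEUROD1 and RFX6 were lower, with log2 fold changes of -1.79, -1.51, -2.47 and -0.96. NKX6-1 stood at -0.87 (adjusted p = 0.104 from edgeR) and passed with limma-voom (adjusted p = 0.0429) and without islet replicate 3 (adjusted p = 0.0254). ISL1 stood at 0.01 (adjusted p = 0.972), and its sign turned without 6 of the 8 libraries (-0.14 at the lowest, without islet replicate 3). Of 28 genes of insulin production and secretion 13 were higher (14 when adjusted over the list alone) and 5 lower (camera adjusted p = 0.0608), with CHGB at 3.15, CPE at 1.70 and CHGA at -4.72. INS stood at 128800 ± 84000 CPM (SD, n = 4) in islets and 80180 ± 32330 (SD, n = 4) in β-like cells (log2 fold change 0.68, adjusted p = 0.375 from edgeR). SOX9, a factor of duct and progenitor cells, rose by 3.72 (standard error 0.83). The largest rises by the naming rule were MEDAG and AADAC, with 1 to 3 counts in β-like cells and ratios of 1428 (95% counting interval 395.3 to 11790) and 671.4 (229.7 to 3256), and AQP1, PEG3, CASP4, AMY2A, SFRP2, REG4, CALCB and PNLIPRP1, with log2 fold changes of 8.55 to 9.45. The largest falls were the apolipoprotein genes APOA2, APOC3 and APOA1 and TRPC7, FSD1, IHH, MME, ITIH1, CBLN2 and PPP1R17, with -7.78 to -9.04.

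**Figure D3:**
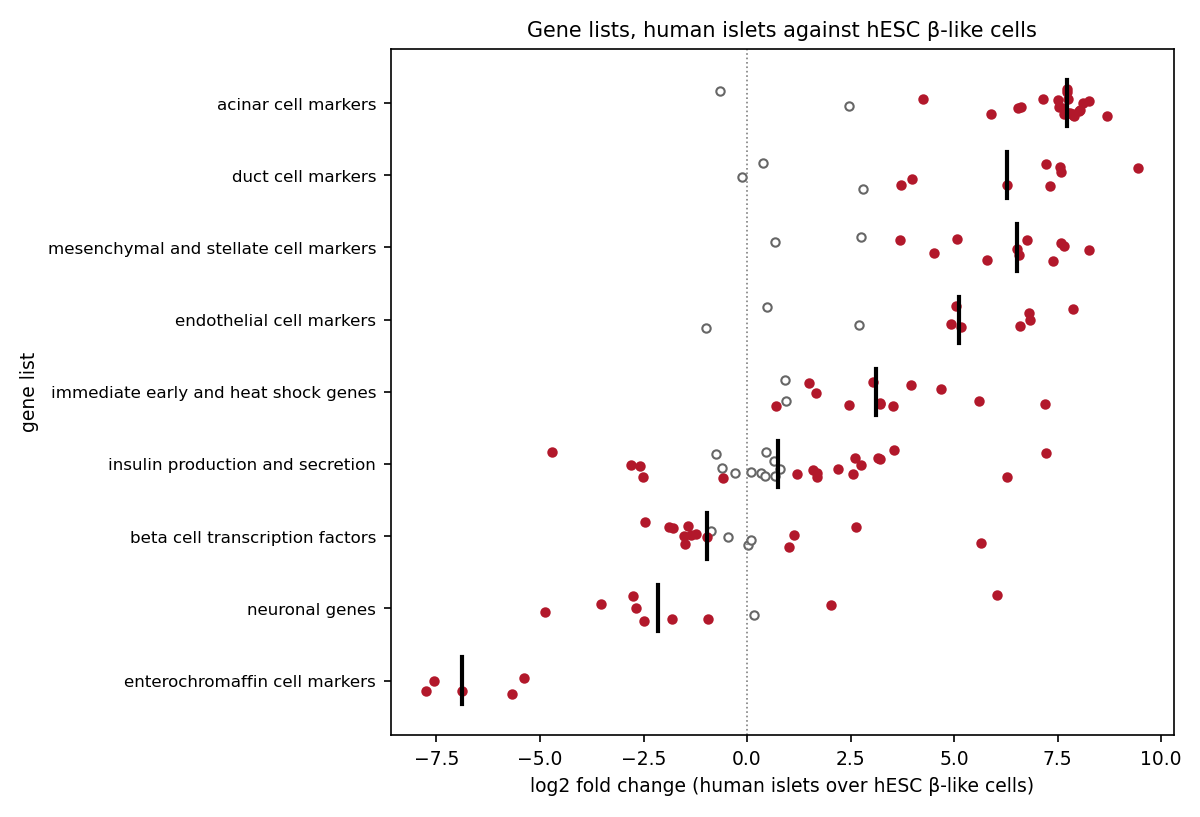
Log2 fold change of each measured gene of 9 gene lists, human islets over hESC β-like cells (horizontal axis). Each point is a gene, filled red where its adjusted p from edgeR is under 0.05 and open otherwise, and black lines are list medians. The acinar list has the highest median of these lists, 7.72, and the enterochromaffin list the lowest, -6.89.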

Surprisingly, however, analysis of high-scoring Targetscan predicted targets of let-7 showed roughly equal distribution between up- and downregulated genes (Figure 2B, red dots). Furthermore, cumulative density analysis on the fold change of let-7 targets versus all genes, showed no shift in the curve (Figure 2C). 

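Known let-7 targets went both ways between human islets and hESC β-like cells, with more of them lower in islets. Of 48 measured genes on a list of known targets, 10 were higher and 20 lower, also when adjusted over the list alone. GATM, the enzyme of the first step of creatine synthesis, rose by 4.29 on the log2 scale (standard error 0.85) and COL3A1 by 6.75, while LIN28B, itself on the list, fell by 6.79. The target list shares its collagen genes with the mesenchymal list, of which 11 of 13 were higher in islets. HMGA2 stood at 1.04 ± 0.995 CPM (SD, n = 4) in islets and 0.979 ± 0.888 (SD, n = 4) in β-like cells (log2 fold change 0.08, adjusted p = 0.945 from edgeR). The sign of that value turned without β-like replicate 1, 2 or 3 or without 1 of the islet libraries (-0.84 to -0.08). The median log2 fold change of the targets lay 0.394 below that of the other genes (-0.394, camera p = 0.00191 with a preset correlation, and p = 0.0281 with an estimated correlation). Adjusted over all lists, the values were adjusted p = 0.00572 and adjusted p = 0.19 with an estimated correlation. A list written from known targets stands here in place of the TargetScan predictions, which were not used here. From the even split of the predicted targets, the paper proposes that other islet cell types besides β cells confound the comparison.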

We hypothesized this may be due to a confounding effect due to presence of other islet cell types besides β cells in human islets. Therefore, we next compared the GFP-sorted populations from hESC β-like cells and *in vivo* matured hESC β cells (Figure 2D, Table S4). Fewer genes were differentially expressed between these cell types, consistent with the common origin, and hence reduced heterogeneity between the two cell populations (Figure 2D, blue dots, adj p < 0.05). 

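In vivo matured hESC β cells differed from hESC β-like cells in 4249 of 14479 genes tested, 1938 higher and 2311 lower (edgeR, adjusted p under 0.05). When islets were likewise held to 2 libraries, the 6 possible pairs gave 3945 to 5310 changed genes against the same β-like cells (median 4637). Without matured replicate 1 or 2 the count was 1637 or 1475, with the remaining matured library assumed to vary like the β-like libraries. GAST and GIP, hormones of gut endocrine cells, had no count in matured cells and were at least 14920-fold and 213.5-fold lower. APOA2, AOC1 and PARP10 were at least 1120-fold, 273.3-fold and 130.2-fold lower, and APOA1, CLDN5 and F2 had log2 fold changes of -8.73, -8.75 and -9.04. CYP1A1 and CRTAC1 had 1 to 3 counts in matured cells, with ratios of β-like to matured cells of 880.4 (95% counting interval 243.7 to 7270) and 819.8 (147.1 to 32380). The largest rises were LRRC53, at a ratio of 3109 (95% counting interval 860.6 to 25670), MAB21L2, GLT8D2, PRG4, UGT2B7, RAB27B, ID1, KLHDC8A, F5 and CD36, the last 9 with log2 fold changes of 7.80 to 10.89.

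Of 28 genes of insulin production and secretion, 12 were higher after maturation in vivo (13 when adjusted over the list alone) and 3 lower, with a median log2 fold change of 0.68 (camera adjusted p = 1.8e-05; adjusted p = 0.386 with an estimated correlation). Of the 4 most abundant of these genes, CPE rose by 0.955 on the log2 scale (standard error 0.24, adjusted p = 0.0146) and CHGA fell by 2.41 (standard error 0.45), while SCG5 stood at 0.26 (adjusted p = 0.482), and INS at 72880 ± 11420 CPM (SD, n = 2) in matured and 92360 ± 38650 (SD, n = 4) in β-like cells (adjusted p = 0.576 from edgeR). CPE did not pass without matured replicate 1 or 2 (adjusted p = 0.182 and 0.115). Of 16 β cell transcription factors 5 were higher and 1 lower, also when adjusted over the list alone (camera adjusted p = 0.0523). PAX6 and ISL1 rose by 1.64 and 1.5. NEUROD1 stood at 0.58 (adjusted p = 0.128), NKX2-2 at -0.74 (adjusted p = 0.0803), MAFA at 0.70 (adjusted p = 0.427), PDX1 at 0.19 (adjusted p = 0.627), NKX6-1 at -0.5 (adjusted p = 0.155) and SOX9 at -0.41 (adjusted p = 0.682). NEUROD1 passed without β-like replicate 1 (adjusted p = 0.0466), and NKX2-2 without β-like replicate 4 (adjusted p = 0.0424) and with DESeq2 (adjusted p = 0.044). Of 14 immediate early and heat shock genes 11 were higher (median log2 fold change 1.73; adjusted p = 0.258 with an estimated correlation), with FOS, JUNB and DUSP1 at 6.67, 3.27 and 1.88.

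Of 56 oxidative phosphorylation genes 31 were lower (39 when adjusted over the list alone), COX5A among them at -1.94 (adjusted p = 0.582 for the list with an estimated correlation). Of 75 ribosomal protein genes 35 were lower (45 when adjusted over the list alone; adjusted p = 0.689 with an estimated correlation). Of 13 genes induced by hypoxia 9 were lower (10 when adjusted over the list alone) and 1 higher (adjusted p = 0.349 with an estimated correlation), with BNIP3 at -1.83. LDHA, which makes lactate from pyruvate, fell from 698 ± 168 CPM (SD, n = 4) to 40.1 ± 4.92 (SD, n = 2). LDHA and the lactate carrier SLC16A1 (log2 fold change -2.68) are also on the list of genes repressed in adult β cells, of which 5 of 9 were lower and 1 higher (adjusted p = 0.258 with an estimated correlation). Of 5 enterochromaffin markers 4 were lower, with FEV, SLC18A1 and TPH1 at -3.49, -3.23 and -3.01 and DDC at -0.42 (adjusted p = 0.203; list adjusted p = 0.142 with an estimated correlation). Of 38 cell cycle genes 7 were higher (1 when adjusted over the list alone; adjusted p = 0.73 with an estimated correlation).

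Of 4 immune markers 3 were lower, including CD68 (-3.24) and AIF1 (-2.20), and of 5 endothelial markers 2, with CLDN5 among them (adjusted p = 0.258 for each list with an estimated correlation). Of 10 liver genes 3 were lower (5 when adjusted over the list alone) and 1 higher, with APOC3 at -4.06, and of 3 amnion and trophoblast genes 2, TFAP2C (-5.20) and CGA (-7.08), with adjusted p = 0.191 for each list with an estimated correlation. The counts of the immediate early, transcription factor, adult-repressed, enterochromaffin, immune, endothelial and amnion lists were equal when adjusted over the list alone.

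**Figure D4:**
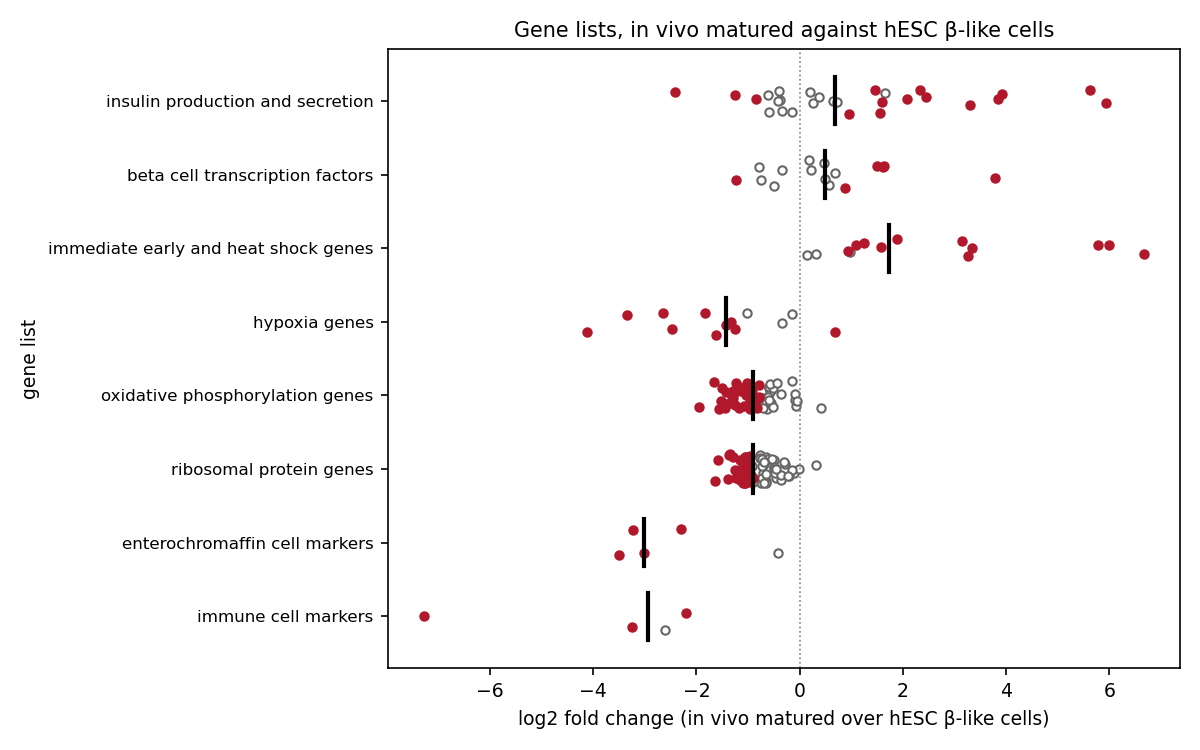
Log2 fold change of each measured gene of 8 gene lists, in vivo matured hESC β cells over hESC β-like cells (horizontal axis). Each point is a gene, filled red where its adjusted p from edgeR is under 0.05 and open otherwise, and black lines are list medians. The medians run from -3.01 for the enterochromaffin list to 1.73 for the immediate early and heat shock list.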

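LIN28B was lower in both libraries of in vivo matured hESC β cells than in each library of hESC β-like cells, and it remained detectable in them. It stood at 4.32 and 5.64 CPM in the matured libraries and at 8.77, 9.61, 10.8 and 12.2 CPM in the β-like libraries. This is a log2 fold change of -1.06 (standard error 0.38), which did not pass the threshold (adjusted p = 0.0597 from edgeR's quasi-likelihood test). It passed with DESeq2 (log2 fold change -1.08, adjusted p = 0.0243) and without β-like replicate 1 (log2 fold change -1.13, adjusted p = 0.044), and the adjusted p ran from 0.0243 to 0.355 over the settings tried. With limma-voom LIN28B did not pass. An exact permutation test gives a two-sided p = 0.133, taken as the doubled one-sided p. It is the smallest that the doubled p can reach with 2 libraries against 4. The libraries of the 2 groups did not overlap, in either direction, for 8292 of the 14479 genes tested. LIN28A stood at 0.974 ± 0.0789 CPM (SD, n = 2) in matured and 1.87 ± 1.48 (SD, n = 4) in β-like cells (log2 fold change -0.94, adjusted p = 0.429 from edgeR).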

Again, *LIN2*8B (but not *LIN2*8A) was up in hESC β-like cells (*LIN2*8B, green dot, adj p = 0.044). Also, predicted targets of let-7 were distributed equally among up- and downregulated genes (Figure 2E, red dots) and were not shifted in the cumulative density plot (Figure 2F). 

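Of 48 known let-7 targets, 9 were higher and 8 lower in in vivo matured hESC β cells than in hESC β-like cells (10 and 10 when adjusted over the list alone). PLAGL1, an imprinted zinc finger factor, rose by 4.14 on the log2 scale (standard error 0.36) and ACVR1C, a receptor of the TGF-β family, by 1.72 (standard error 0.25). CDC34, a ubiquitin-conjugating enzyme, stood at -0.45 (adjusted p = 0.257 from edgeR). HMGA2 stood at 2.06 ± 0.225 CPM (SD, n = 2) in matured and 1.11 ± 0.988 (SD, n = 4) in β-like cells (log2 fold change 0.87, adjusted p = 0.441 from edgeR). The median log2 fold change of the targets lay 0.197 above that of the other genes (camera adjusted p = 0.726), and no setting tried moved it past the threshold.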

We validated the *LIN2*8B findings by qRT-PCR and extended them to the hESC eBCs (Figure 2G). There was a progressive reduction in *LIN28* levels when starting with hESC β-like cells, followed by hESC eBCs, *in vivo* matured hESC β cells, and finally human islet cells. The negative correlation between let-7 levels and LIN28B levels is consistent with their known negative feedback on each other (Rybak et al., 2008, Thornton and Gregory, 2012). However, the lack of enrichment of let-7 targets among the upregulated genes in hESC β-like cells suggests that let-7 downstream function may not play a major role in β cell maturation.

**Figure 2:**
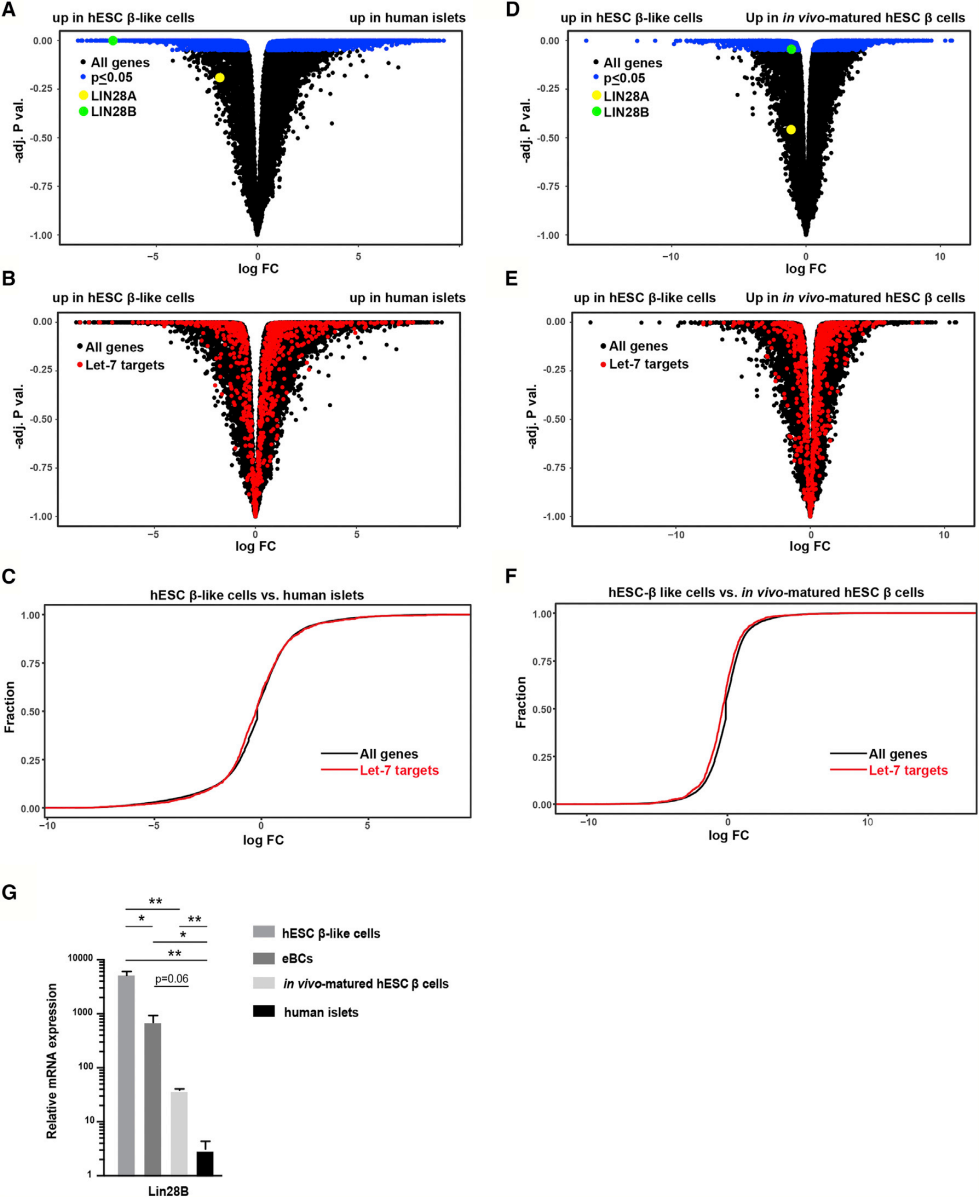
LIN28 Is Downregulated at Late-Stage β Cell Maturation (A) Volcano plot of differentially expressed mRNAs in hESC β-like cells (n = 3, independent samples) and human islets (n = 3, independent samples). Significant hits are shown in blue (p < 0.05). LIN28A and LIN28B are highlighted in yellow and green, respectively. (B) Same as (A), except let-7 family target genes (predicted by TargetScan) are highlighted in red. (C) Cumulative distribution of differential expression of all expressed mRNAs and let-7 targets, predicted by TargetScan, in the human islets versus hESC β-like cells from (A). (D) Volcano plot of differentially expressed mRNAs in hESC β-like cells (n = 3, independent samples) and *in vivo* matured β cells (n = 3, independent samples). Significant hits are shown in blue (p < 0.05). LIN28A and LIN28B are highlighted in yellow and green, respectively. (E) Same as (D), except let-7 family target genes (predicted by TargetScan) are highlighted in red. (F) Cumulative distribution of differential expression of all expressed mRNAs and let-7 targets, predicted by TargetScan, in the *in vivo* matured β cells versus hESC β-like cells from (D). (G) qRT-PCR verification of *LIN2*8B expression in human islets (n = 3, independent samples), hESC β-like cells (n = 4, independent samples), hESC eBCs (n = 3, independent samples), and *in vivo* matured β cells (n = 3, independent samples). Values are average ± SEM. Statistical significance was calculated using unpaired two-tailed t test. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; n.s., not significant.

### LIN28B Downregulation Promotes hESC β Cell Maturation

As LIN28B was up and let-7 was down in the *in vitro* derived cells (both β-like cells and eBCs) relative to *in vivo* matured hESC β cells and human islet cells, we asked if suppression of LIN28B could promote further maturation of β cells. To suppress LIN28B, we initially attempted knocking down LIN28 using a virally transduced shRNA against the *Lin2*8b mRNA. However, transduction even of a control vector led to poor differentiation (data not shown). Therefore, we implemented a doxycycline-inducible CRISPR knockout strategy with guide RNAs on either side of exon 3 (iCrLIN28B) (Gonzalez et al., 2014) (Figure 3A, also see Experimental Procedures). Both gRNAs are constitutively expressed under the control of U6 promoters, while Cas9 protein expression depends on doxycycline exposure. Doxycycline was introduced at different times during the differentiation process and the cells were treated until the end of the differentiation protocol (Figure S2A). Addition of doxycycline at day 0 resulted in 100% indel formation, but caused poor differentiation of INS-GFP+ cells (Figures S2B and S2C). In contrast, addition at day 3 resulted in 78% indel formation with only a marginal decrease in the number of INS-GFP+ cells at day 20 of differentiation (Figure S2D). Addition of doxycycline at later time points including days 6, 8, 10, and 14 resulted in lower levels of indel formation (Figure S2B), indicating a relative resistance to the inducible CRISPR knockout at later stages of differentiation. Furthermore, cells assessed at the β-like and eBC stages that were treated with doxycyline from day 3, consistently showed 70%–80% indel formation (Figure S2E). This result was corroborated with western blot analysis showing a 50% reduction in LIN28B protein levels at β-like stage of differentiation (Figure 3B). Because addition of doxycycline starting at day 3 resulted in the greatest loss of LIN28B while retaining near normal INS-GFP+ cell numbers, further experiments were performed using this treatment regime.

**Figure 3:**
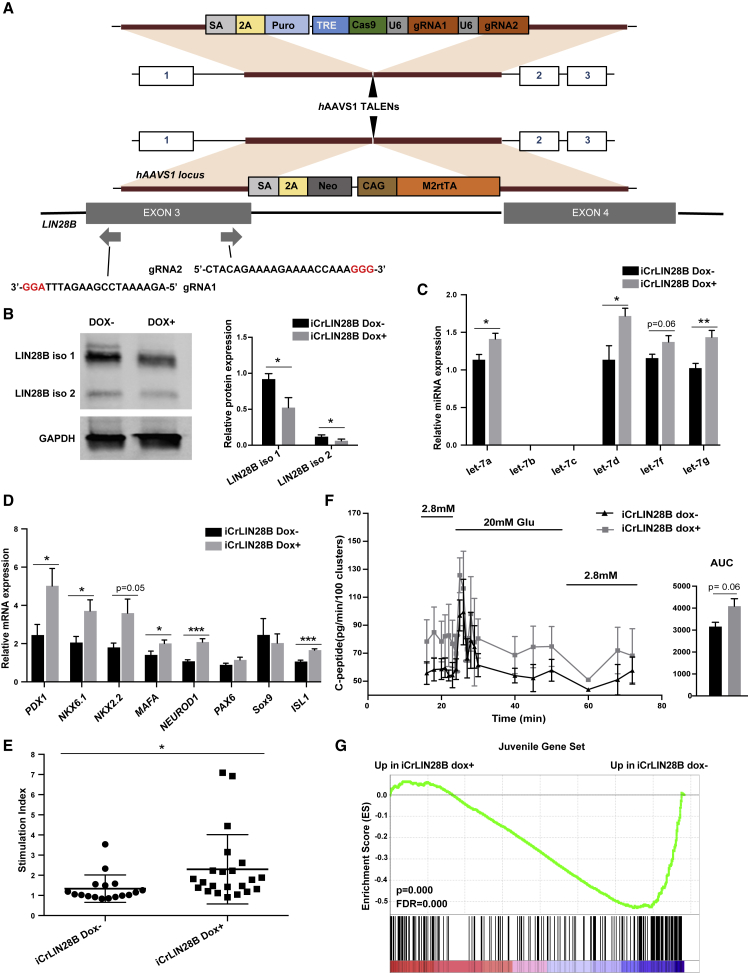
LIN28B Downregulation Promotes hESC-β Cell Maturation (A) Generation of iCrLIN28B. SA, splice acceptor; 2A, self-cleaving 2A peptide; Puro, puromycin resistance gene; TRE, tetracycline response element; Cas9, Cas9 protein; U6, U6 promoter; *Neo*, neomycin resistance gene; CAG, constitutive synthetic promoter; M2rtTA, reverse tetracycline *trans*-activator sequence and protein. gRNA1 and gRNA2 were designed to target in LIN28B exon 3. (B) Western blot analysis of LIN28B in d20 (hESC β-like) clusters generated from iCrLIN28B line plus/minus Cas9 induction with doxycycline during differentiation. Dox–, no doxycycline treatment. Dox+, doxycycline treatment from d3 to d20. Left panel: representative western blot. Right panel: quantification of four independent western blots (n = 4, independent samples, two LIN28 isoforms relative to GAPDH). Values are average ± SEM. Statistical significance was calculated using paired two-tailed t test. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; n.s., not significant. (C) qRT-PCR analysis of representative let-7 family members in iCrLIN28B hESC eBCs plus/minus induction of Cas9 as in (B). n = 5 independent samples for Dox–, n = 7 independent samples for Dox+. Values are average ± SEM. Statistical significance was calculated using unpaired two-tailed t test. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; n.s., not significant. (D) qRT-PCR analysis of selected gene expression in hESC eBCs plus/minus induction of Cas9 as in (B). Number of samples and statistics as in (C). (E) Static glucose-stimulated insulin secretion (GSIS) of iCrLIN28B eBCs. Doxycycline treatment as in (B). n = 17 independent samples for Dox–, n = 22 independent samples, for Dox+. Values are average ± SEM. Statistical significance was calculated using unpaired two-tailed t test. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; n.s., not significant. (F) Dynamic GSIS of iCrLIN28B hESC eBCs in perifusion assays. Dox treatments as in (B). n = 4 independent samples for Dox–, n = 4 independent samples for Dox+. Values are average ± SEM. Area under the curve (AUC) was calculated for the secretion profiles. Error bars represent the standard error. Statistical significance was calculated using unpaired two-tailed t test. (G) GSEA of differentially expressed genes between Dox+ versus Dox– iCrLIN28B hESC eBCs on previously identified gene set found upregulated in juvenile versus adult primary human β cells (Arda et al., 2016). See also Figures S2, S3, and S4 and Tables S5 and S6.

In particular, we evaluated the effect of iCrLIN28B on let-7 production and β cell maturation on hESC eBCs. iCrLIN28B led to a small, albeit significant, increase in let-7 levels as determined by qRT-PCR for four representative let-7 family members (Figure 3C). To determine the impact of LIN28B depletion on β cell maturation, we first analyzed the expression of key β cell markers. qRT-PCR showed enhanced expression of a number of markers of β cells including *PDX1, NKX6.1, NKX2.2, MAFA, NEUROD1*, and *ISL1* (Figure 3D). PDX1, NKX6.1, NKX2.2, and NEUROD1 are important in the maintenance of β cell identity and function (Chao et al., 2007, Gao et al., 2014, Gu et al., 2010, Schaffer et al., 2013). MAFA regulates insulin expression and promotes the functional maturation of β cells (Artner et al., 2010, Hang and Stein, 2011). ISL1 maintains the terminal differentiation program of β cells (Ediger et al., 2017). We also conducted a protein level characterization of these β cell markers by flow cytometry (Figure S3). Percentage of cells expressing PDX1, NKX6.1, PAX6, and ISL1 trended higher in LIN28B-deleted cells than controls, although the statistical tests did not reach a p value of 0.05.

Next, we tested the impact of LIN28 depletion on β cell function using both static and dynamic glucose stimulation insulin secretion (GSIS) studies. In the static GSIS assay, the fold increase in insulin release into the media was measured following an increase in the glucose concentration from 2.8 to 16.7 mM (stimulation index). The assay showed a significant, roughly 2-fold greater increase in the stimulation index in the doxycycline-treated versus untreated iCrLIN28B eBCs (Figure 3E; Table S5). For the dynamic assay, iCrLIN28B doxycycline-treated or untreated eBCs were perfused with low- and high-glucose buffers and insulin release was measured over time. In contrast to the static assay, the dynamic perifusion assay provides a comprehensive view of β cell function including the basal, first, and second phases of insulin secretion. The perifusion assay showed higher levels of insulin secretion in both the low- and high-glucose treatments for the doxycycline-treated iCrLIN28B eBCs relative to their untreated counterparts (Figure 3F). These perifusion results are highly reminiscent of differences in the secretion profiles previously reported for adult versus juvenile primary human islet samples (Arda et al., 2016).

The Arda et al. study also measured gene expression differences in adult versus juvenile primary human islet samples by RNA-seq. We therefore performed a similar RNA-seq comparison between our doxycycline-treated and untreated iCrLIN28B hESC eBCs (Figure S4A; Table S6). 

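LIN28B, the targeted gene, was lower in each of the 3 libraries of doxycycline-treated iCrLIN28B eBCs than in both untreated libraries, but remained expressed. It stood at 27.7, 20.2 and 23.5 CPM in dox+ replicates 1, 2 and 3, and at 39.4 and 34.5 CPM in dox− replicates 2 and 3. The log2 fold change was -0.63 (standard error 0.23, adjusted p = 0.0897 from edgeR). The libraries of the 2 groups did not overlap, in either direction, for 5881 of the 14398 genes tested. An exact permutation test of LIN28B gives a two-sided p = 0.2, taken as the doubled one-sided p. It is the smallest that the doubled p can reach with 3 libraries against 2. Cas9 cuts that leave small deletions need not lower a transcript's count, so this value checks the sample labels only in part. LIN28A stood at 3.87 ± 1.23 CPM (SD, n = 3) in dox+ and 2.75 ± 0.553 (SD, n = 2) in dox− eBCs (log2 fold change 0.49, adjusted p = 0.556 from edgeR).

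The cells were harvested at day 27, after doxycycline from day 3 in the dox+ group. The paper calls them eBCs and the sample labels β-like cells. The authors deposited estimated counts per transcript for 100926 transcripts, of which 29003 were 0 in every library. Summed over 19580 gene names, 17831 names had a count. Library totals were 7120615, 12548261 and 17832876 for dox+ and 14593379 and 17611023 for dox− eBCs, after leaving out the 9.68% to 13.37% of counts with no gene name. Of 14398 genes tested with edgeR, 432 were higher and 1340 lower with doxycycline. Without dox− replicate 3 the counts were 101 and 841, with the remaining dox− library assumed to vary like the dox+ libraries.

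Among the largest falls, KRT4, a keratin of stratified epithelium, fell from 1741 ± 169 CPM (SD, n = 2) to 13.1 ± 4.89 (SD, n = 3), and ANXA1 from 1832 ± 546 to 14.1 ± 7.26. The others were SLFN11, HBD, MUC16, TRIM29, IGFL2, VTCN1 and EMP1, with log2 fold changes of -7.03 to -7.80. The rises were smaller. PDZRN4, MFAP4, THSD4, CYP2J2, CTNNA3, PDE2A, CDH12 and UBD rose by 1.72 to 2.25 on the log2 scale, THSD4 from 29.1 ± 6.88 to 116 ± 9.94 CPM. GABRG1 and CCL2 rose by 2.23 and 1.84, and neither passed without dox− replicate 2 (adjusted p = 0.083 and 0.0932 from edgeR).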

To compare the gene expression changes in our experiments with theirs we performed gene set enrichment analysis (GSEA) for genes upregulated in either adult or juvenile primary human islets. Although there was no enrichment for adult upregulated genes in our doxycycline-treated samples there was a highly significant depletion of the juvenile upregulated genes (Figures 3G and S4B). Together, these data show that the reduction of LIN28B during differentiation of hESCs to β cells *in vitro* promotes their maturation with a switch from a more juvenile to a more adult-like primary human β cell phenotype.

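Doxycycline-treated iCrLIN28B eBCs held far less RNA of amnion and trophoblast genes, of mesenchymal genes and of the cell cycle than untreated eBCs. Of 9 amnion and trophoblast genes 8 were lower, also when adjusted over the list alone, with a median log2 fold change of -4.15. GABRP fell from 1918 ± 270 CPM (SD, n = 2) to 17.8 ± 3.55 (SD, n = 3), VTCN1 from 305 ± 48.5 to 2.09 ± 0.724, and the transcription factor GATA3 from 17.1 ± 1.37 to 0.132 ± 0.0530. CGA stood at -0.22 (adjusted p = 0.721 from edgeR). This list was written after the top of Table S6 had been seen, so its direction is not independent evidence. Of 12 mesenchymal markers 8 were lower (9 lower and 1 higher when adjusted over the list alone), with a median of -3.12. The matrix genes COL3A1, DCN, LUM and SPARC had log2 fold changes of -5.74, -6.58, -6.27 and -3.19, COL3A1 from 756 to 14.3 CPM. Of the 14 lists that passed with a preset correlation, these 2 also passed with an estimated correlation (adjusted p = 0.0209 with an estimated correlation for each).

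Of 38 cell cycle genes 34 were lower (36 when adjusted over the list alone), with a median log2 fold change of -2 (camera adjusted p = 7.22e-34; adjusted p = 0.123 with an estimated correlation). PCNA and MCM7 of DNA replication had log2 fold changes of -1.18 and -1.66, and CCNB1 of mitosis -1.48. TOP2A fell by 1.6 on the log2 scale and did not pass without dox− replicate 3 (adjusted p = 0.0581 from edgeR). Of 8 duct markers 4 were lower (1 was higher when adjusted over the list alone; adjusted p = 0.104 with an estimated correlation), with KRT19 at -3.74 and SPP1 at -4.4, the latter from 2420 ± 596 CPM (SD, n = 2) to 115 ± 28.9 (SD, n = 3). SOX9, a duct and progenitor factor, stood at -0.8 (adjusted p = 0.313 from edgeR) and passed without dox+ replicate 1 (adjusted p = 0.0307). Of 16 p53 targets 9 were lower (adjusted p = 0.239 with an estimated correlation). Of 10 pluripotency genes 4 were lower, among them ZFP42 and L1TD1 with -1.84 and -3.77 (adjusted p = 0.3 with an estimated correlation). For p53 targets and pluripotency genes the counts were equal when adjusted over the list alone. Of 10 liver genes 3 were lower and of 3 kidney genes 1 (5 and 2 when adjusted over the list alone; adjusted p = 0.425 for each list with an estimated correlation). The adult and juvenile gene sets that the paper tested were not used here.

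**Figure D5:**
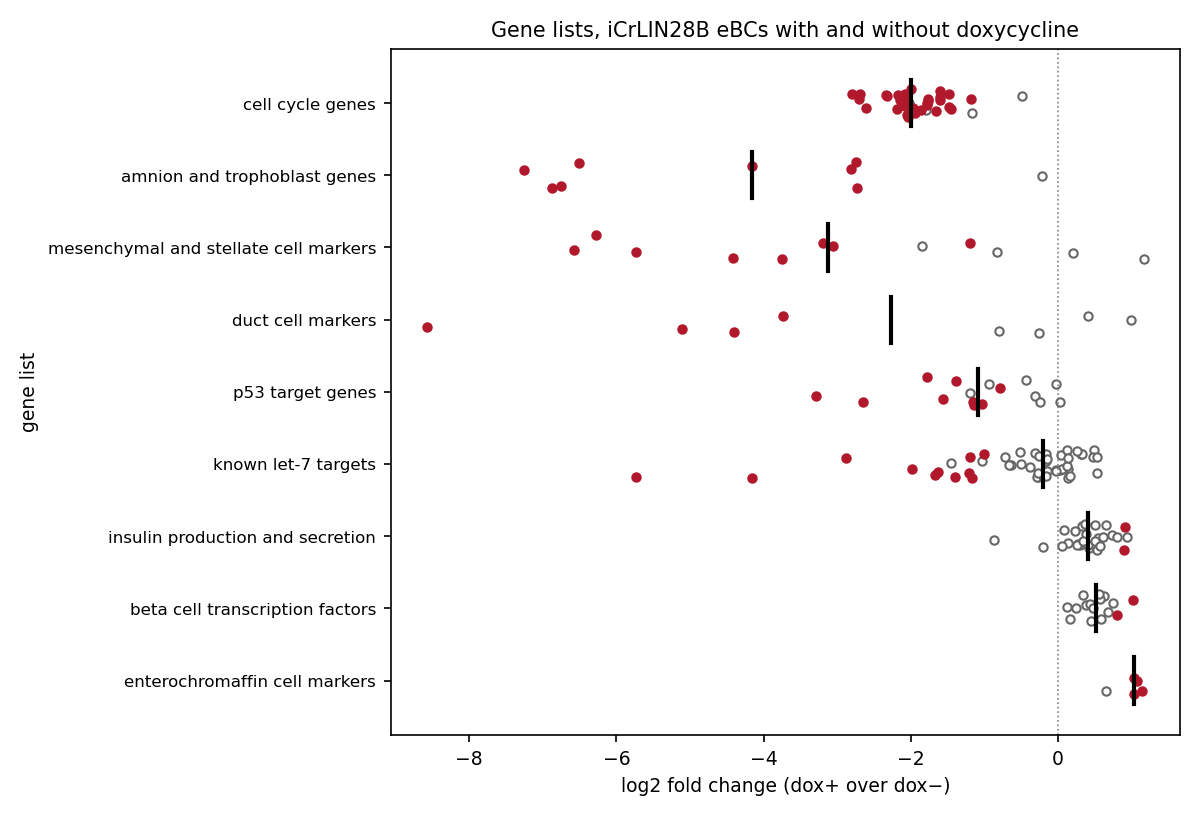
Log2 fold change of each measured gene of 9 gene lists, dox+ over dox− iCrLIN28B eBCs (horizontal axis). Each point is a gene, filled red where its adjusted p from edgeR is under 0.05 and open otherwise, and black lines are list medians. The medians run from -4.15 for amnion and trophoblast genes to 1.04 for enterochromaffin markers.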

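Few of the listed β cell genes passed the test with doxycycline. Of 16 β cell transcription factors 2 were higher, also when adjusted over the list alone, and the median log2 fold change was 0.51 (camera adjusted p = 0.0037; adjusted p = 0.3 with an estimated correlation). The factors the paper names did not pass one by one. NEUROD1 stood at 0.68 (adjusted p = 0.101 from edgeR), PDX1 at 0.63, NKX2-2 at 0.58, NKX6-1 at 0.45, PAX6 at 0.43 and ISL1 at 0.24 (adjusted p = 0.136 to 0.544 for these 5). For NEUROD1 and these 5 each dox+ library lay above each dox− library. The groups' libraries were likewise apart, in either direction, for 5881 of the 14398 genes tested. The rise that the paper gives for PDX1, NKX6-1, NKX2-2, MAFA, NEUROD1 and ISL1 was measured by qRT-PCR in more samples. MAFA, near the detection limit at 1.01 ± 0.506 CPM (SD, n = 3) and 0.792 ± 0.676 (SD, n = 2), stood at 0.35, with the sign turning without dox− replicate 2 (-0.32) or dox+ replicate 2 (-0.11). Of 28 genes of insulin production and secretion 2 were higher, also when adjusted over the list alone, with a median of 0.41 (camera adjusted p = 0.00382; adjusted p = 0.425 with an estimated correlation). INS stood at 55470 ± 11610 CPM (SD, n = 3) in dox+ and 45190 ± 5827 (SD, n = 2) in dox− eBCs (log2 fold change 0.30, adjusted p = 0.666 from edgeR), the zinc transporter SLC30A8 at 0.80 (adjusted p = 0.116) and CHGA at 0.66 (adjusted p = 0.143). NEUROD1, SLC30A8 and CHGA passed with DESeq2 (adjusted p = 0.0109, 0.0226 and 0.0225), and SLC30A8 without dox+ replicate 3 (adjusted p = 0.021).

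Of 10 alpha cell markers 1 was lower, GC at -0.98 (adjusted p = 0.0427), which did not pass without dox− replicate 2 or 3 (adjusted p = 0.222 and 0.104). The list's median was -0.42 (camera adjusted p = 0.491). GCG, the glucagon gene, stood at 28800 ± 7073 CPM (SD, n = 3) in dox+ and 48980 ± 19780 (SD, n = 2) in dox− eBCs (log2 fold change -0.77, adjusted p = 0.215 from edgeR) and passed with DESeq2 (adjusted p = 0.0493). Of 6 delta, PP and epsilon cell markers 1 was higher and 1 lower (camera adjusted p = 0.841). GHRL, the ghrelin gene, fell by 1.71 on the log2 scale (standard error 0.27, adjusted p = 0.000537), PPY stood at -0.36 (adjusted p = 0.291), and SST, the somatostatin gene, rose by 0.96 (adjusted p = 0.0445). SST did not pass without dox+ replicate 1 or 2 or without dox− replicate 2 or 3 (adjusted p = 0.0666 to 0.307). The counts of both lists were equal when adjusted over the list alone.

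Of 5 enterochromaffin markers 4 were higher (5 when adjusted over the list alone; adjusted p = 0.216 with an estimated correlation). LMX1A, SLC18A1 and DDC rose by 1.14, 1.08 and 1.03, and TPH1 stood at 0.65 (adjusted p = 0.142), passing without dox+ replicate 3 (adjusted p = 0.0491). Without dox− replicate 3 the calls of LMX1A (adjusted p = 0.0577), SLC18A1 (adjusted p = 0.129) and DDC (adjusted p = 0.0701) were lost, and DDC also failed without dox− replicate 2 (adjusted p = 0.0807) or dox+ replicate 1 (adjusted p = 0.0522). Of 9 neuronal genes 2 were higher (3 when adjusted over the list alone; adjusted p = 0.425 with an estimated correlation). Of 9 genes repressed in adult β cells 3 were lower (5 when adjusted over the list alone; adjusted p = 0.3 with an estimated correlation). LDHA stood at -0.72 (adjusted p = 0.0743) and passed without dox+ replicate 3 (adjusted p = 0.0173), and SLC16A1 fell by 0.84 on the log2 scale and did not pass without dox− replicate 2 or 3 (adjusted p = 0.083 and 0.126). The paper concludes that less LIN28B moves eBCs toward an adult-like β cell state. It draws this from qRT-PCR of β cell factors, static and dynamic insulin secretion and its test of juvenile genes.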

### Let-7 Upregulation Alone Is Insufficient to Drive hESC-β Cell Maturation

Next we asked whether let-7 is acting downstream of LIN28B depletion. Induction of iCrLIN28 led to a small increase in let-7 levels (Figure 3C). 

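HMGA2, a well-studied let-7 target, was lower in doxycycline-treated iCrLIN28B eBCs, at 7.27 ± 3.27 CPM (SD, n = 3) against 53.4 ± 1.28 (SD, n = 2) in untreated eBCs. The log2 fold change was -2.88 (standard error 0.31, adjusted p = 1.7e-05 from edgeR). Of 49 known let-7 targets 11 were lower and 38 did not pass the test, also when adjusted over the list alone. In the same libraries 8 of 12 mesenchymal markers (9 lower and 1 higher when adjusted over the list alone) and 8 of 9 amnion and trophoblast genes were lower, with medians of -3.12 and -4.15, the latter on a list written after the top of Table S6 had been seen. Of the 4 most abundant members of the target list, COL3A1, which is also on the mesenchymal list, was lower (log2 fold change -5.74, adjusted p = 2.74e-08), and ACVR1C at 0.31 (adjusted p = 0.537), NRAS at 0.33 (adjusted p = 0.426) and NAP1L1 at -0.16 (adjusted p = 0.726) did not pass. The median log2 fold change of the targets lay below that of the other genes by a small amount (-0.22, camera p = 0.00398 with a preset correlation), and this call was lost with an estimated correlation (p = 0.236). Adjusted over all lists, the values were adjusted p = 0.0124 and adjusted p = 0.425 with an estimated correlation.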

Analysis of the differential expression between uninduced and induced iCrLIN28 showed no enrichment of let-7 targets among the downregulated set of genes (Figures S4C and S4D). To directly test the impact of let-7 on β cell maturation, we generated a cell line where a doxycycline-inducible let-7a/f/b transgene was targeted to the *h*AAVS1 locus (iLET-7) (Figure 4A). Doxycycline was added from day 14 to day 27 to induce let-7 at the later stages of differentiation (Figure 4B). Doxycycline treatment did not affect the percent of INS-GFP+ cells measured at day 20 (Figure S4E). qRT-PCR showed a 2- to 6-fold increase in let-7 in doxycycline-treated cells relative to no doxycycline controls, significantly higher than seen in the iCrLIN28B cells (Figure 4C, compare with 3C). These levels did not reduce LIN28B expression, but did suppress another well-known let-7 target, HMGA2 (Figure 4D). Static GSIS assays on the resulting day 27 eBCs did not show an improvement in the let-7-induced cells relative to uninduced controls, unlike Lin28B-deleted cells (Figure 4E, compare with Figures 3E; Table S5). Transcriptional markers of maturation were also mostly unchanged (Figure 4F). These data suggest that, while LIN28 acts a barrier to β cell maturation, it is likely acting independent of its role as an inhibitor of let-7 biogenesis.

**Figure 4:**
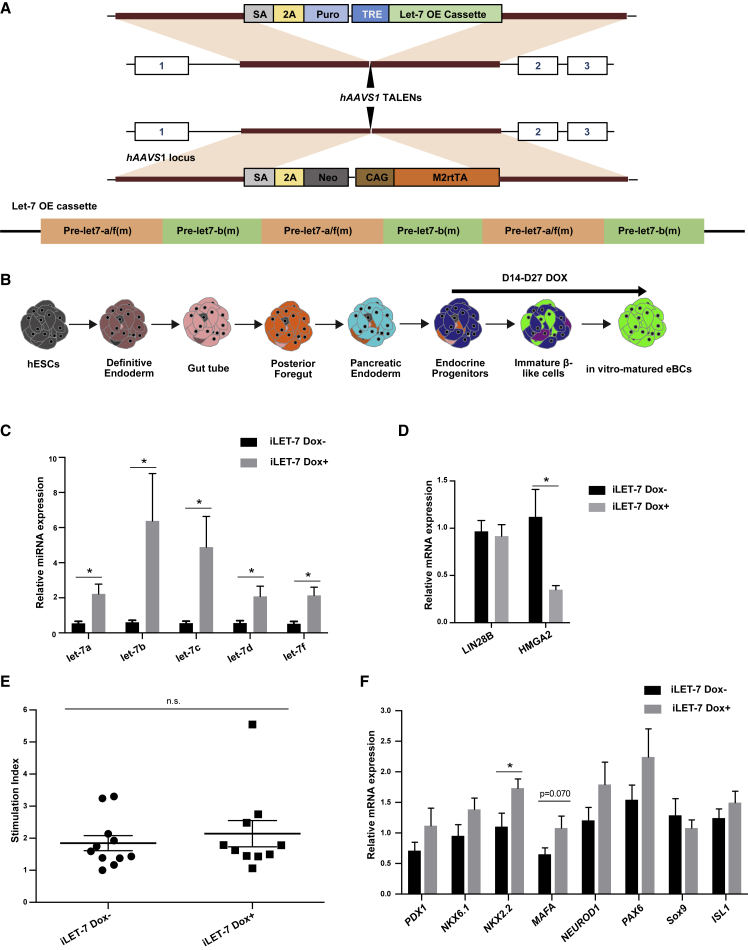
Let-7 Upregulation Alone Is Insufficient to Drive hESC-β Cell Maturation (A) Generation of iLET-7 cell line. Pre-let-7a/f (m) and pre-let-7b (m) are genomic sequences for let-7a/f and let-7b precursors with LIN28 binding region mutated (see Experimental Procedures). OE, overexpression. (B) Schematic outlining let-7 induction protocol. Doxycycline treatment was from d14 to d27. Fluorescence-activated cell sorting was performed on d20. GSIS and qRT-PCR were performed on d27. (C) qRT-PCR analysis of representative let-7 family members in iLET-7 hESC eBCs. Doxycycline treatment as in (B). n = 6 independent samples for Dox–, n = 5 independent samples for Dox+. Values are average ± SEM. Statistical significance was calculated using unpaired two-tailed t test. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001; n.s., not significant. (D) qRT-PCR analysis of *LIN2*8B and *HMGA2* expression in iLET-7 hESC eBCs. Doxycycline treatment, number of replicates and statistics as in (C). (E) Static GSIS of iLET-7. Doxycycline treatment as in (B). n = 11 independent samples for Dox–, n = 10 independent samples for Dox+. Values are average ± SEM. Statistical significance was calculated using unpaired two-tailed t test. n.s., not significant. Compare with iCrLIN28B in Figure S4E. (F) qRT-PCR analysis of selected gene expression in iLET-7 hESC eBCs. Dox treatment, number of replicates, and statistics as in (C). See also Figure S4.

## Discussion

Our findings uncover an important function for LIN28B during the course of hESC β cell maturation. The levels of let-7 and LIN28B correlate with the maturation status of the β cells. Let-7 family miRNAs were upregulated, while LIN28B was downregulated as the cells matured; human islets contain the highest levels of let-7 and lowest levels of LIN28B, followed by *in vivo* matured transplanted β cells, *in vitro* matured eBCs, and finally β-like cells. Furthermore, using an inducible CRISPR-Cas9 system we found that the deletion of LIN28B during the course of differentiation to eBCs improved GSIS. Interestingly, the change in the GSIS profile is reminiscent of the change previously reported when comparing adult versus juvenile primary human islets (Arda et al., 2016). Also consistent with this previous report is the observation that inducible deletion of LIN28B led to the downregulation of genes characteristic of juvenile primary human islets. In addition, the expression of a number of markers of pancreatic β cell function and maturation, including PDX1, NKX6.1, MAFA, PAX6, and ISL1, were higher upon LIN28B deletion. Together, these findings show that LIN28B suppresses maturation of hESC-derived β cells.

How LIN28B suppresses maturation is unclear. A major role of LIN28B is to inhibit the biogenesis of let-7 (Piskounova et al., 2011). However, in the context of hESC differentiation toward β cells, the reduction of LIN28B led to a very modest increase in the levels of let-7 family members. Furthermore, there was no enrichment among downregulated genes for let-7 targets and the overexpression of let-7 to levels higher than seen in LIN28B-deleted cells did not promote maturation. Therefore, LIN28 appears to be acting through let-7-independent mechanisms to enhance β cell maturation. Let-7-independent roles for LIN28 have been previously reported in different contexts (Peng et al., 2011, Tsialikas and Romer-Seibert, 2015, Xu et al., 2009, Zhang et al., 2016, Zhu et al., 2011). Importantly, our results do not rule out a role for the very high levels of let-7 seen in *in vivo* matured β cells and adult primary islets promote β cell maturation. We were not able to achieve those levels in our experiments.

A connection between LIN28 and glucose metabolism has been reported in mice. Whole-body LIN28A- and LIN28B-overexpressing transgenic animals are more sensitive to insulin and have reduced peripheral glucose levels (Zhu et al., 2011). These results compared with ours suggest opposite effects of LIN28 in the cells that produce insulin versus cells that receive the insulin signal. However, caution should be taken when comparing mouse and human β cell maturation. For example, in mouse, increased basal insulin secretion has been associated with immaturity (Blum et al., 2012, Puri et al., 2018), while in human, both basal and stimulated insulin secretion is higher in adult versus juvenile β cells (Arda et al., 2016).

Poor glucose management is associated with long-term diabetic consequences including diabetic retinopathy, nephropathy, and neuropathy (Cade, 2008). Transplantation of hESC-derived β cells holds great promise for improving glucose management and thus minimizing the negative consequences. Understanding barriers to β cell maturation has the potential to improve the functionality of transplanted cells. Our work provides insight into one such barrier whose activity could be targeted by ongoing efforts to find small-molecule inhibitors of LIN28 and its partners (Roos et al., 2016).

## Experimental Procedures

### Cell Culture and hESC-β Cell Differentiation

Undifferentiated INS-GFP hES cells (Micallef et al., 2012) were maintained and differentiated into hESC-β like cells and eBCs as described previously (Nair et al., 2019, Russ et al., 2015). Human islets were from the UCSF Islets and Cellular Production Facility. The procurement and use of human islets used in the study was approved by the institutional biosafety committee at UCSF. The study is compliant with all relevant ethical regulations regarding research involving human participants, and informed consent was obtained by all participants at the isolation facility.

### Mice

NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ mice (NSG) were obtained from Jackson Laboratories. Mice used in this study were maintained according to protocols approved by the University of California, San Francisco Committee on Laboratory Animal Resource Center. Mouse kidney capsule grafts have been described previously (Russ et al., 2015).

### Flow Cytometry

Stained cells were run on LSRFortessa X20 DualData and analyzed with FlowJo software. Detailed staining methods including antibodies in Supplemental Information.

### iCRISPR LIN28 and iLet7

Construction of the iCRISPR line was built as described previously (Gonzalez et al., 2014). The iLET-7 strategy is shown in Figure 4A. Details in Supplemental Information.

### Small RNA-Seq and RNA-Seq

Small RNA-seq libraries were made as described previously (Hafner et al., 2012). RNA-seq libraries were made by using SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara) and Nextera XT DNA Library Preparation kit (Illumina) thereafter.

### Small RNA-Seq and RNA-Seq Data Analysis

For RNA-seq analysis, the data were preprocessed using Kallisto (Bray et al., 2016) and index to Gencode v.24. For the miRNA-seq analysis, reads were aligned using Bowtie v1.1.2 (-n 0 -L 18 -best) to a hairpin genome downloaded from miRbase (Langmead et al., 2009). Differential expression analysis was performed using in R using the Limma-Voom analysis (Liu et al., 2015, Ritchie et al., 2015). Let-7 targets were obtained from the TargetScan Release 7.1:June 2016 let-7-5p/98-5p list. GSEA analysis was performed using the current release (July 16, 2018) from http://www.gsea-msigdb.org/gsea/index.jsp (Mootha et al., 2003, Subramanian et al., 2005).

### qRT-PCR

Total RNA was extracted with RNeasy Micro Kit (QIAGEN), treated with DNase I Kit (QIAGEN), and reverse transcribed using SuperScript III Kit (Invitrogen) as per the manufacturer's instructions.

miRNA qRT-PCR has been described previously (Moltzahn et al., 2011). Primers and probes can be found in Supplemental Information.

### Western Blots

Antibodies and concentrations used can be found in Supplemental Information. Imaging was performed using an Odyssey LICOR scanner and quantified using ImageJ.

### T7 Endonuclease I Assay

Genomic regions flanking the CRSIPR target sites were PCR amplified. Purified PCR products were denatured and reannealed and then treated with the T7 Endonuclease I Assay (New England Biolabs). Indel percentage was determined by the formula: %gene modification = 100 × (1–(1–fraction cleaved)^1/2^).

### GSIS Assays

For static insulin secretion assays, cells were treated at the indicated glucose concentrations, and supernatant was collected. For dynamic insulin secretion assays, eBCs were assayed using the perifusion system from Biorep Technologies. Flow-through was collected over the course of the experiment. C-peptide levels were measured using the STELLUX Chemi Human C-peptide ELISA kit (Alpco).

## Author Contributions

X.Z., M.H., and R.B. conceived of the experimental study. X.Z. performed the experiments presented in the figures except as noted below. G.G.N. developed the protocol to produce β-like cells and eBCs and conducted the experiments with end-stage cells, including perifusion assays. M.-L.L. differentiated the cells. H.A.R. developed the iCrLIN28B and iLet-7 cell lines, and performed *in vivo* transplants. M.S. and H.A.R. performed original experiments leading to premise for project. M.S. also produced sequencing libraries for Figures 1B, 1C, 2A, and 2C. C.D.B. performed all genomic analyses. X.Z., R.B., and G.G.N. wrote the paper with help from M.H.

# Supplementary material for: LIN28B Impairs the Transition of hESC-Derived β Cells from the Juvenile to Adult State
**Source:** Stem Cell Reports. 2019 Dec 26;14(1):9–20. doi: 10.1016/j.stemcr.2019.11.009
**Supplement:** Data S1. Let-7 Overexpression Cassette in iLET-7 — The sequence of let-7 overexpression cassette in iLET-7. miRNAs that are excised by Dicer are in red, pre-miR-21 loop in blue.

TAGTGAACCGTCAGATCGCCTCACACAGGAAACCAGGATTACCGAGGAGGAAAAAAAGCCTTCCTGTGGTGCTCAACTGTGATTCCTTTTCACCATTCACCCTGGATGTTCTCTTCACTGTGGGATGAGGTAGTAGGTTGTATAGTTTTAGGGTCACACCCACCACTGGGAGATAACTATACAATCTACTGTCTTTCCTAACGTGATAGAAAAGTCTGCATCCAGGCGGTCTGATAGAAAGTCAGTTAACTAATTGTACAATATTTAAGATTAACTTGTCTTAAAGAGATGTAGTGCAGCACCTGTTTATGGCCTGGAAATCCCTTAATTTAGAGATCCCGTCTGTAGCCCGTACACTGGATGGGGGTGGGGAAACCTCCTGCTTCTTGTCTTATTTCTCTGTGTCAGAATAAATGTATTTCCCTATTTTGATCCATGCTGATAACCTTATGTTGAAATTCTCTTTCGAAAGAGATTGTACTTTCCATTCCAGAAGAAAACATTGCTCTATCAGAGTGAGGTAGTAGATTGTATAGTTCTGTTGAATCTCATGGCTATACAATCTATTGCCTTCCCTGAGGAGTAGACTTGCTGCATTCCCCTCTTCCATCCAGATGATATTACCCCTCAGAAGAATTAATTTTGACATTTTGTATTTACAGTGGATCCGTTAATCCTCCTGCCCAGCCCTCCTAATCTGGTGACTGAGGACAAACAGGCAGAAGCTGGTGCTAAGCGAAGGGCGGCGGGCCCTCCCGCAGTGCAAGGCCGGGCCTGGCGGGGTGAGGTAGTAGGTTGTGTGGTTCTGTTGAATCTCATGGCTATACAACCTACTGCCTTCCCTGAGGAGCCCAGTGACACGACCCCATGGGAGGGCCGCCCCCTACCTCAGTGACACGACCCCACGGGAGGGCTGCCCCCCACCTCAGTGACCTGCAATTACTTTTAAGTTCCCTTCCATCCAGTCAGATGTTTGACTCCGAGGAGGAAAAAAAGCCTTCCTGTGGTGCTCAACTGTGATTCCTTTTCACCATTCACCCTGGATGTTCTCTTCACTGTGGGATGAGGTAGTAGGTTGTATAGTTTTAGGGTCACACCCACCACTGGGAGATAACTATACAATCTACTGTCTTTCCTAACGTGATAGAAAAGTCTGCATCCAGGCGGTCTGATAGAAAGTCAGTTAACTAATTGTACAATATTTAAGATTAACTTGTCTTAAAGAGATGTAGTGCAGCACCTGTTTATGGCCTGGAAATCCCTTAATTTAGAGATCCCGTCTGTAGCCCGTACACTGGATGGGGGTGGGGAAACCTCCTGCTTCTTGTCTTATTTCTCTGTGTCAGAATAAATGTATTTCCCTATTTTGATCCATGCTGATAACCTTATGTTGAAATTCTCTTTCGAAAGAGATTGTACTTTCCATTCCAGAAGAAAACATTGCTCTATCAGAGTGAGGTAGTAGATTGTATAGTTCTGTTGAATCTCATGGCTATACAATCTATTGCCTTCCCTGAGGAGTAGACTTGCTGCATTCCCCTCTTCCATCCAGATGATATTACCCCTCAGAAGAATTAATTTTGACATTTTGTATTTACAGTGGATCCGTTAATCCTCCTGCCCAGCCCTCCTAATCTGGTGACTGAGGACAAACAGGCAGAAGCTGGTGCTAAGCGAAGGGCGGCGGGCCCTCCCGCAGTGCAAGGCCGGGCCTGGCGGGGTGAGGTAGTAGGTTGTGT

How the deposited data were processed for this re-analysis (not part of the article)

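Small RNA was measured in 3 libraries each of hESC β-like cells, in vivo matured hESC β cells and human islets. Messenger RNA was measured in 4 libraries of β-like cells, 4 of islets and 2 of in vivo matured cells, and in 3 dox+ and 2 dox− libraries of iCrLIN28B eBCs. Libraries were grouped by the conditions that the sample labels and the paper give, and are named by condition and replicate number.

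For small RNA, the authors deposited counts of reads per miRBase hairpin, made by trimming with cutadapt (version 1.8) and aligning with Bowtie (version 1.1.2). The paper gives the alignment options as -n 0 -L 18 -best, with none that limits reads to 1 strand or drops reads that match several hairpins. How the alignments were counted is not given in the sources used here. A missing value in this table was read as 0. For mRNA, the authors deposited estimated counts per transcript from kallisto (version not given in the sources used here) against Gencode transcripts of GRCh38. The first mRNA table holds only transcripts above 1 in at least 5 of its 10 libraries, which was tested on the values. The second table keeps transcripts at 0. Estimated counts were summed over the transcripts of a gene name and rounded to whole numbers, and transcripts with no gene name (6.54% to 9.05% of a library's counts in the first table and 9.68% to 13.37% in the second) were left out.

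Each comparison was fitted on its own 2 groups with edgeR (version 4.0.16) in R (version 4.3.3), using TMM normalization, filterByExpr (minimum count 10, minimum total 15), the quasi-likelihood F test and Benjamini-Hochberg adjustment at 0.05. Every adjusted p of a gene or hairpin comes from this test unless another tool is named, and standard errors are the log2 fold change divided by the root of F. Where every library of a group had no count, a fold is a lower bound against 3 counts per library. With 1 to 3 counts in a group, the ratio stands with its 95% counting interval. LIN28B was also tested by exact permutation of the libraries, with the one-sided p doubled.

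Lists of 16 groups of hairpins and 28 groups of genes (cell types, pathways and microRNA targets) were fixed before the data were examined, with the tops of Tables S1 to S6 already seen. Lists with at least 3 measured members were tested with camera of limma (version 3.58.1), with a preset correlation of 0.01 and with an estimated correlation, and p-values were adjusted over the lists of a comparison. A median log2 fold change of a list stands with the value that puts unread genes at their bounds where the 2 differ. A list of known let-7 targets took the place of genes with let-7 sites, since no 3′ UTR sequences were used here.

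The text names genes by a rule fixed before the data were examined. It takes the genes and microRNAs the paper names for these assays, and per mRNA comparison the 10 genes higher and 10 lower with the largest log2 fold change. Those had to pass the threshold, reach a mean of 20 CPM in the higher group and show no overlap between the groups' libraries. For hairpins it takes 8 per direction with a mean of 200 CPM. It also takes up to 4 members of each list described, from the most abundant down, and some of these members are left out for length. A few genes that the rule takes are not reported here. Sex-linked genes were left out.

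The tests were tried on simulated counts with 200 changed genes, or 60 changed hairpins. For 4-fold changes edgeR recovered 30% and 25% in the islet and matured small RNA designs, with 4.2% and 4% of calls false. In the mRNA designs it recovered 65.7% for islets, 62.7% for matured cells and 79.1% for eBCs, with 5.3% to 7.3% of calls false. DESeq2 (version 1.42.0) made 25.4% and 25.5% false calls in the islet and matured mRNA designs. For 2-fold changes edgeR recovered 0% in both small RNA designs and 4.5% to 37.3% in the mRNA designs, so many differences of this size can pass unseen. The mRNA simulations changed 200 genes, against 1772 to 6047 called in the real comparisons. Adjustment is stricter with fewer changed genes, so these shares may not carry over. In islets 2522 of the 3003 genes called higher rose at least 2-fold, so some smaller changes passed. Small RNA depth was lowest in matured cells (median 91823 reads, against 251246 in β-like cells and 2484546 in islets). Median mRNA totals were 23963442 for β-like cells, 20783344 for islets, 16762148 for matured cells, 16102201 for dox− and 12548261 for dox+ eBCs.

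Alternatives tried were limma-voom with and without a filter on low counts, DESeq2, RLE and upper-quartile scaling, no filter, 1 fit of all groups, the replicate number as a block, leaving out each library in turn, let-7 hairpins of the same mature sequence summed, and pairs of islet libraries. Libraries were thinned at random to the smallest total in 10 draws. Python (version 3.11.15) with pandas (version 2.3.3), scipy (version 1.17.1) and matplotlib (version 3.10.9) was used for tables and figures. The raw reads, the TargetScan predictions and the juvenile and adult gene sets were not used here.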

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

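The test of the share of other cell types in the dox comparison was chosen after the result was seen, and the library size test before.

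In 24 pairs of a gene and a group of 4 libraries, 2 held a library far from the others, and chance gives about 1 in 20. For HMGA2 the gap between the outermost library and its neighbour was 0.853 of the whole range in hESC β-like cells and 0.924 in human islets, above Dixon's 95% critical value for 4 libraries, at levels near the detection limit (0.979 and 1.04 CPM on average).

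The 5 enterochromaffin markers, which the paper does not discuss, had a median log2 fold change of -6.89 in human islets against hESC β-like cells.

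In dox+ against dox− eBCs, amnion and trophoblast genes (median log2 fold change -4.15) and mesenchymal genes (-3.12), which the paper does not discuss, were lower together with cell cycle genes (-2). After thinning all libraries to 7120615 counts, 49 members of the 3 lists were lower (median of 10 draws), and 50 before. These calls thus held at equal library sizes. Thinning keeps expected CPM, so with falls this large few calls could be lost, and the count decides no more than that. A smaller share of other cell types in the dox+ libraries, such as amnion-like or stromal cells, is a candidate explanation, although the culture starts from purified insulin-expressing cells; in dox− eBCs GABRP stood at 1918 CPM and COL3A1 at 756. It predicts higher insulin production and secretion genes, whose median log2 fold change was 0.41 (camera p = 0.00109, but p = 0.185 with an estimated correlation), so a change in cell shares and a change within the cells cannot be told apart here. Loss of LIN28B and doxycycline itself stay open and untested, with no doxycycline-treated cells without guide RNAs among these libraries.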

How the results depend on the processing

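The limma-voom fit that drops features at 0 in both groups and the crossed pairing of the dox libraries were chosen after the data were examined. Of 3667 recomputed values for 256 pairs of a named gene or hairpin and a comparison, 3546 kept their direction and their side of the threshold, 57 no longer passed, 44 newly passed and 20 changed sign. In islets 12 of 12 let-7 hairpins were higher under each setting (9 of 9 with hairpins of the same mature sequence summed), and the LIN28B log2 fold change stayed past the threshold, from -7.92 to -6.4. In dox+ eBCs LIN28B ran from -0.78 to -0.525 and did not pass under any setting tried (adjusted p = 0.0707 to 0.317). The let-7 target shift in islets ran from -0.702 to -0.34 and passed as a single test in each setting, but not adjusted over all lists with an estimated correlation (adjusted p = 0.19).

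Changed hairpins rose to 554 (islets) and 79 (matured) with limma-voom without a filter, and to 298 and 62 when features at 0 in both groups were dropped from that fit. With camera's estimated correlation 0 of 7 microRNA lists still passed in islets and 0 of 4 in matured cells, and 1 of 11, 0 of 12 and 2 of 14 gene lists in islets, matured cells and dox+ eBCs. The let-7 target shift in dox+ eBCs (-0.22) no longer passed with it (adjusted p = 0.425 over all lists). LIN28B in matured cells passed with DESeq2 (-1.08, adjusted p = 0.0243, in a range of 0.0243 to 0.355). Islet pairs of 2 libraries gave at the lowest 3945 changed genes, with fewer samples. Leaving out 1 library gave these ranges: 25 to 78 changed hairpins, 6 to 12 let-7 hairpins, 1475 to 5134 changed genes and a LIN28B log2 fold change of -1.262 to -0.882 in matured cells, and 942 to 1828 changed genes in dox+ eBCs. The lowest came without β-like replicate 2 for hairpins and let-7, without matured replicate 2 for genes and without dox− replicate 3 for eBCs. ISL1 in islets (0.012) turned with limma-voom (-0.022), limma-voom without a filter (-0.04, also with features at 0 dropped), no filter (-0.007) and 1 fit of all groups (-0.033), and ran from -0.136 to 0.191 with 1 library left out. HMGA2 in islets ran from -0.838 to 0.91 and MAFA in dox+ eBCs from -0.323 to 1.659 in the same way. With 1 library left out, the fold itself, not its log2, moved by more than 1.5 times for 86 of 213 calls of named genes and hairpins (24 of 27 hairpins in matured cells). For the rise to 554, libraries were thinned to 108753 reads, after which limma-voom without a filter called 191 hairpins, and 0 without a read (medians of 10 draws). The 0 was likely in advance, since hairpins without a read differ by library size alone. For the other changes in this paragraph, apart from fewer samples, the cause was not tested.

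Replicate numbers are shared between groups, but no source says that they pair libraries. Correlations of same-numbered libraries ran from -0.152 to 0.07, and in the small RNA islet comparison 1 of 3 pairs correlated best with its own number. With the replicate number as a block, 189 and 47 hairpins changed (islets, matured), and 5110, 4329 and 1378 genes (islets, matured, dox+). The blocked fit keeps only libraries whose number occurs in both groups, so in the matured and dox mRNA comparisons it also leaves out libraries. Under the block ISL1 in islets was -0.02, and LIN28A and SOX9 in matured cells were 0.237 and 0.494 against -0.941 and -0.408 without it. Newly past the threshold were NKX6-1 in islets (-1.091, adjusted p = 0.0252), MAFA (1.646, adjusted p = 0.0344, against 0.696 without the block) and NKX2-2 (-1.032, adjusted p = 0.00869) in matured cells, and SOX9 in dox+ eBCs (-1.584, adjusted p = 0.041). SOX9 also passed with no block when dox+ replicate 1 alone was left out (-1.55, adjusted p = 0.0307 from edgeR). No longer past it were COL1A2 in islets, let-7b, let-7d and CPE in matured cells, and DDC, LMX1A, SLC18A1 and SST in dox+ eBCs (adjusted p = 0.0735 to 0.656). On the 4 numbered dox libraries 1378 genes changed with the numbered block, 2490 with the crossed block and 1522 with no block.

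With islet and β-like libraries thinned to 108753 reads, edgeR called 174 hairpins against 209 at full depth, and 12 let-7 hairpins. With matured and β-like libraries thinned to 68521 reads it called 50.5 against 51, and 10 let-7 hairpins (medians of 10 draws). Target lists from 8mer or 7mer sites in 3′ UTRs, and shuffled 8mers as their control, were not run.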

Differences from the paper's values

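The paper gives 554 changed microRNAs between islets and β-like cells at an adjusted p under 0.05, and Table S1 has 403 of them lower. Here 209 changed and 88 were lower. Of the alternatives set before the data were examined, limma-voom without a filter gave the paper's 554 and 403, and each of the others gave 159 to 234 changed. For in vivo matured against β-like cells the paper's Table S2 lists 79, with 46 lower, and here 51 changed, with 26 lower. Limma-voom without a filter gave 79 and 46. Values within 1.5 times of the paper's 79 came from limma-voom (57), upper-quartile scaling (57), DESeq2 (73), no filter (73) and leaving out matured replicate 1 (78), and the other alternatives set before the data were examined differed. For the 46 lower they came from upper-quartile scaling (34), no filter (34), DESeq2 (39) and leaving out matured replicate 1 (42), and not from limma-voom with a filter or the others set before then. Limma-voom with features at 0 in both groups dropped, chosen after the values were seen, gave 62 changed and 40 lower and drops 17 of the paper's 79, and for islets it gave 298 and drops 256 of the paper's 554.

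For LIN28B in islets the paper's adjusted p is 4e-05, and here it is 9.04e-05 from edgeR (range over the settings 6.32e-18 to 0.00131). With all groups in 1 fit it was 3.43e-05, and under the other settings it differed by more than 1.5 times.

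In Table S1 let-7e has a log2 fold change of 2.90495, let-7f-1 of 6.45681, let-7f-2 of 6.37334 and let-7i of 6.73969, the paper's values. Here they were 2.49, 5.877, 5.85 and 6.044. Limma-voom without a filter gave the paper's values. For these 4 the difference was also within the error with limma-voom, DESeq2, RLE scaling, no filter, and without β-like replicate 1, β-like replicate 3 or islet replicate 2. The replicate block came within it for let-7f-1, let-7f-2 and let-7i, and leaving out β-like replicate 2 or islet replicate 1 for let-7e. With upper-quartile scaling, with all groups in 1 fit and without islet replicate 3 all 4 differed.

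The paper calls LIN28B lower in in vivo matured cells (its adjusted p = 0.044). Here LIN28B was lower in both matured libraries than in all 4 β-like libraries. Such a lack of overlap, in either direction, was seen for 8292 of the 14479 genes tested. LIN28B did not pass (log2 fold change -1.06, adjusted p = 0.0597 from edgeR). It passed with DESeq2 (adjusted p = 0.0243) and without β-like replicate 1 (adjusted p = 0.044), in a range of 0.0243 to 0.355. It did not pass with limma-voom, the tool the paper names, with or without a filter. In simulated counts of this design 25.5% of DESeq2's calls were false.

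The paper states that predicted let-7 targets were spread evenly between higher and lower genes in islets and were not shifted. On the list of known targets used here 10 were higher and 20 lower, with a median shift of -0.394 (camera p = 0.00191, and p = 0.0281 with an estimated correlation, but adjusted p = 0.19 over all lists with an estimated correlation). Another split of the same libraries gave a shift as large (0.408), so chance is not excluded. In matured cells, where the paper states the same, 9 were higher and 8 lower, with no shift past the threshold (0.197, p = 0.674). The paper states no enrichment of let-7 targets among genes lower with doxycycline. Here 11 of 49 known targets were lower and 38 did not pass, with a median shift of -0.22 (camera p = 0.00398, but p = 0.236 with an estimated correlation, or adjusted p = 0.425 over all lists). The lists differ from the paper's, which hold predicted targets.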

Other observations

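The test of reads in the hairpins called lower, the test of other cell types in matured replicate 1 and all splits of the libraries were chosen after the results were seen, and the tests of library size and depth before.

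In human islets against hESC β-like cells, 9 of 16 p53 target genes were higher and 2 lower (camera adjusted p = 0.0608), and of 10 alpha cell markers 4 were higher and 2 lower (camera adjusted p = 0.259). Of 9 immune cell markers 5 were higher and 2 lower (6 and 2 when adjusted over the list alone; camera adjusted p = 0.51), of 11 liver genes 3 were higher and 5 lower (4 and 5 when adjusted over the list alone; camera adjusted p = 0.259), and of 8 intestinal genes 2 were higher and 4 lower (camera adjusted p = 0.294). Of 10 ER stress genes 3 were higher (5 when adjusted over the list alone; camera adjusted p = 0.165). Among hairpins, 3 of 6 of the miR-30 family and 2 of 3 of the miR-26 family were higher (camera adjusted p = 0.624 and 0.705).

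In in vivo matured against β-like cells, 5 of 10 alpha cell markers were lower and 1 higher (camera adjusted p = 0.364), 5 of 7 intestinal genes lower and 1 higher (5 and 2 when adjusted over the list alone; camera adjusted p = 0.397), and 5 of 23 acinar markers higher and 1 lower (camera adjusted p = 0.397). In dox+ eBCs 4 of 13 immediate early and heat shock genes were lower (camera adjusted p = 0.116). Where no second count stands beside a list in these 2 paragraphs, the counts were equal when adjusted over the list alone.

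Of the 554 hairpins in Table S1, 209 had no read in any of the 6 libraries compared, and limma-voom without a filter called all 209 lower in islets (log2 fold change -3.07 for each). A real fall in islets is argued against for these 209, which hold no read to fall, and 78 of the 403 lower hairpins were also lower with edgeR. For a hairpin with no read, limma-voom's value depends on the scaled library size alone. The shared fold of -3.07 thus follows from the unequal sizes of islet and β-like libraries. After thinning to 108753 reads, limma-voom without a filter called 0 hairpins without a read (median of 10 draws, and 0 in each draw). Equal library sizes made that result likely in advance, so it adds no separate evidence. A biological explanation does not apply to hairpins without reads.

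In vivo matured small RNA replicate 1 stood apart, with let-7b, as a share of the library total, at 74.4 times its mean in the other matured libraries (64.1 times with TMM scaling). Thinning to 68521 reads gave a ratio of 76.9 (median of 10 draws). Thinning leaves a hairpin's expected share unchanged, so this ratio cannot decide whether depth played a part. Replicate 1 held 91823 reads, between 102213 in replicate 2 and 68521 in replicate 3. RNA from other cell types in replicate 1 is a candidate explanation, although sorting for GFP would remove most such cells. There 7 of 7 endothelial and mesenchymal hairpins were highest (median log2 ratio to the others 3.84) and 8 of 9 endocrine hairpins lowest (-1.11). The rise was not particular to endothelial and mesenchymal hairpins. Of the miR-30 family 5 of 6 were highest (2.55), and of blood cell hairpins 2 of 2 (4.9). Acinar hairpins went the other way, with 3 of 4 lowest (-1.93). These values do not tell which cells, of the graft or of the mouse host, added RNA to replicate 1. In that library 11 of 12 let-7 hairpins and 4 of 4 of the miR-29 family were highest too. A difference between grafts stays open and untested.

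Other splits of the same libraries were compared with the real one. In mRNA of islets and β-like cells the real split, 1 of 35, changed 6047 genes, against 0 in the highest of the other splits. Every other split mixes islets with β-like cells, which widens the spread within its groups. A count near 0 there was likely in advance, so it cannot decide whether chance is excluded. Chance is not excluded for the number of lists past the threshold (11, against 14 at the highest, with 11 splits as large). Nor is it for the let-7 target shift (0.394 in size, against 0.408, with 2 splits as large). In small RNA 10 splits are too few to exclude chance. The real islet split had 209 changed hairpins, 12 let-7 hairpins and 7 lists, against 0, 0 and 7 at the highest of the others (1, 1 and 2 splits as large). The real matured split had 51, 12 and 4, against 0, 0 and 6 (1, 1 and 3 splits as large).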
